# NFATc2 mediates epigenetic modification of dendritic cell cytokine and chemokine responses to dectin-1 stimulation

**DOI:** 10.1093/nar/gku1369

**Published:** 2014-12-30

**Authors:** Hong-Bing Yu, Marina Yurieva, Akhila Balachander, Ivy Foo, Xiangrong Leong, Teresa Zelante, Francesca Zolezzi, Michael Poidinger, Paola Ricciardi-Castagnoli

## Abstract

The transcription factor NFATc2 regulates dendritic cell (DC) responses to microbial stimulation through the C-type lectin receptor dectin-1. But the genetic targets of NFATc2 and their effects on DC function remain largely unknown. Therefore we used ChIP-seq to conduct genome-wide mapping of NFATc2 target sites in dectin-1-activated DCs. By combining binding-site data with a comprehensive gene expression profile, we found that NFATc2 occupancy regulates the expression of a subset of dectin-1-activated genes. Surprisingly, NFATc2 targeted an extensive range of DC-derived cytokines and chemokines, including regulatory cytokines such as IL2, IL23a and IL12b. Furthermore, we demonstrated that NFATc2 binding is required to induce the histone 3 lysine 4 trimethylation (H3K4me3) epigenetic mark, which is associated with enhanced gene expression. Together, these data show that the transcription factor NFATc2 mediates epigenetic modification of DC cytokine and chemokine genes leading to activation of their expression.

## INTRODUCTION

Dendritic cells (DCs) are antigen presenting cells that express Toll like receptors (TLRs) and C-type lectin receptors (CLRs) that mediate the detection of microbial pathogens and stimulate DCs to induce appropriate immune responses against bacteria and fungi. Dectin-1 belongs to the CLR family of receptors and mediates DCs recognition of β-glucan carbohydrates, which are produced by various species of fungi including *Candida albicans* and *Aspergillus fumigatus* (1). Upon ligation by β-glucan, dectin-1 undergoes Src kinase-mediated phosphorylation of the immunoreceptor tyrosine-based activation motif (ITAM), docking of Syk and activation of the phospholipase C (PLC)-gamma2-dependent Ca^2+^-calcineurin/nuclear factor of activated T-cells (NFAT) signaling pathway (2,3). Alternatively, DCs stimulation through dectin-1 can also lead to Syk/Raf1-mediated activation of both canonical and non-canonical NF-kB signaling pathways (4–8). While these upstream components of Ca^2+^-calcineurin/NFAT signaling in DCs are well documented, the downstream signaling events in the Ca^2+^-calcineurin/NFAT signaling pathway remain poorly defined, and their potential impact on DCs function is currently unclear.

NFATc1/2 have already been shown to exert potent effects on host immune responses. In myeloid lineage cells, including DCs, microbial activation of NFATc1/2 critically regulates the expression of several key cytokines including IL2 (9–13), as reviewed in (14). NFATc2-dependent IL-2 production by DCs has been shown to play a key role in the priming and activation of lymphocyte populations including regulatory T cells (Treg) (15), and modifies NK cell function *in vivo* (16–19), hence this transcription factor regulates several key pathways that shape the host response to invading pathogens.

In contrast to NF-κB signaling, which regulates the immune response to infection in both vertebrates and invertebrate species, the first appearance of NFAT family members around 500 million years ago coincided with the appearance of vertebrates and the development of adaptive immunity (20). This suggests that Ca^2+^-calcineurin-NFAT signaling may have evolved to overcome the unique challenges of increasing organismal complexity, acting as a mechanism to regulate antigen-specific immune responses in order to protect against autoimmune pathologies and prevent chronic inflammation. This concept is supported by the ability of NFAT family members to modulate leukocyte cytokine expression during both innate and adaptive immune responses, indicating a key role for the NFAT transcription factors in controlling the balance of inflammation versus regulation in host tissues. Indeed, NFATc2 in particular has previously been implicated in cell fate regulation and apoptosis induction in lipopolysaccharides (LPS)-stimulated DCs, which is an essential mechanism for limiting inflammatory responses to microbial pathogens (21). It is surprising therefore that so few gene targets of NFAT have been identified to date, which has restricted the therapeutic manipulation of this pathway for clinical benefit in human inflammatory diseases.

The transcription factor NFAT was first discovered over 25 years ago and was initially identified as a regulator of T cell activation genes (22), hence NFAT has, until recently, been thought to modify immune responses only within the lymphocyte compartment. Indeed, the potent Ca^+^-calcineurin/NFAT inhibitor drugs CsA and FK506 are widely used to prevent allograft rejection in human patients, and the efficacy of these drugs is thought to depend on inhibition of IL-2 synthesis by graft-derived and patient T-cells. However, experiments in rodent models have demonstrated that inhibition of Ca^2+^-calcineurin/NFAT signaling can also lead to decreased cytokine production by DCs during fungal infection (23), suggesting that the effects of NFAT inhibition on non-lymphoid cell types may contribute to the therapeutic efficacy of these drugs. Indeed, we and others have previously shown that Ca^2+^-calcineurin/NFAT signaling is a common feature of myeloid cells, and of DCs in particular (14,21). However the impact of Ca^2+^-calcineurin-NFAT signaling on DC function and the influence of this pathway on host protection against pathogens is currently unknown.

In order to assess the role played by NFATc2 in shaping DC responses to microbial antigens we conducted genome-wide mapping of NFATc2 binding sites in activated murine DCs. To achieve this, we stimulated the well-characterized long-term murine splenic DC line (D1) (24) with the dectin-1 ligand curdlan (21,25–28), either in the presence or absence of NFAT inhibitors, and used unbiased ChIP-seq technology to map NFATc2 binding sites and profile ligand/inhibitor-induced changes in gene expression.

By integrating ChIP-seq data with gene expression profiles, we demonstrate that NFATc2 occupancy is responsible for curdlan-mediated gene activation, and we present the first exhaustive list of NFATc2-regulated genes in DCs. The NFATc2 target genes incorporated an extensive range of DC-derived cytokines and chemokines, including regulatory cytokines such as IL2, IL23a and IL12b. In addition, our data reveal that NFATc2 recruitment is essential for the induction of the H3K4me3 epigenetic mark which is associated with enhanced gene expression in curdlan-stimulated DCs, thus indicating that this epigenetic modification is associated with NFATc2 binding.

## MATERIALS AND METHODS

### Cell culture

The murine DC line (D1) was cultured as previously described (9,24) In brief, cells were maintained in Iscove's modified Dulbecco's medium (IMDM; Sigma, St. Louis, MO, USA) containing 10% heat-inactivated fetal bovine serum (Gibco-BRL, Gaithersburg, MD, USA), 100-IU/ml penicillin, 100-μg/ml streptomycin, 2-mM L-glutamine (all from Sigma) and 50-μM β-mercaptoethanol. The cultures were supplemented with R1 supernatant from NIH3T3 fibroblasts transfected to express GM-CSF (30% of total DC culture volume). The D1 cells were infected with lentiviral vectors and DCs displaying low-level internal ribosomal entry site green fluorescent protein (IRES-GFP) expression, were sorted and expanded for use in chromatin immunoprecipitation (ChIP) experiments (29).

Bone marrow cells from 8–12-week-old C57BL/6 mice were cultured in IMDM (containing 10% heat-inactivated fetal calf serum (FCS) (Life Technologies), penicillin 100 U/ml, streptomycin 100 μg/ml and 10% B16-GMCSF growth supernatant for 7 days. On day 8, mature bone marrow-derived DCs (BMDCs) were stimulated with 10-μg/ml curdlan in the absence or presence of 200-ng/ml FK506 for experiments.

### Immunofluorescence

D1 cells were seeded into 8 well μ-slides (Ibidi) and rested for 2 h before stimulation with curdlan (10 μg/ml) for various times prior to fixation in 2% paraformaldehyde (PFA). The cells were then re-suspended in permeabilization buffer (0.1% saponin in D-PBS containing 5-mg/ml bovine serum albumin and 0.2% gelatin), immunolabeled with antibodies against NFATc2 (Thermo Scientific) or V5 tag (Invitrogen) and finally counter-stained with 4', 6-diamidino-2-phenylindole (DAPI) and anti-Alexa488 antibody (Life technologies).

### Chromatin immunoprecipitation

ChIP assays were conducted using D1 cells that were stably expressing NFATc2 with a C-terminal V5 tag (29,30). Briefly, cells were treated with 1% formaldehyde for 10 min at room temperature to cross-link transcription factors to chromatin. The formaldehyde was then inactivated by addition of 125-mM glycine. Sonicated chromatin extracts containing DNA fragments with an average size of 500 bp were immunoprecipitated using 6-μg mouse IgG (Santa Cruz Biotechnology) or V5 control monoclonal antibodies (Invitrogen) with pre-blocked protein G-Sepharose beads and then incubated overnight at 4°C. The following day, the chromatin-protein-antibody-bead complexes were eluted and the ChIP DNA was extracted. For all ChIP experiments, quantitative polymerase chain reaction (PCR) analyses were performed in real time using the ABI PRISM 7900 sequence detection system with SYBR Green master mix (Promega). Relative occupancy values were calculated by determining the immunoprecipitation efficiency (quantity of immunoprecipitated DNA expressed as a ratio of total input) for a given region of interest compared with the control region.

### ChIP-seq identification of NFATc2 binding sites

ChIP-seq libraries were prepared from a total of 10 or 20-ng starting DNA using the Illumina TruSeq DNA version 2 kit according to the manufacturer's protocol, with the following modifications; 30X adaptor dilution and 18 PCR cycles of amplification. Batches of five to eight samples were sequenced as a multiplex in individual lanes of an Illumina HiSeq 2000 apparatus using a single-end run (1×51) together with the SBS kit v3. Reads were mapped to the mouse genome (version mm9) with bowtie 1 (31) using default parameters. The MACS 1.4.1 program was then used with default settings to detect peaks of ChIP enrichment (32) relative to a control data set that was generated using input material from the same cell line.

### Luciferase reporter assays

The promoter regions including the Zfp206-binding sites for IL2, IL12b and IL23a were cloned into pGL3-basic vector (Promega). A dual luciferase system (Promega, Madison, WI, USA) was used. For the luciferase assay in 293T cells, 4 × 105 cells were seeded into one well of a 24-well plate. After 18 h, 275 ng of luciferase reporter plasmid, 1 ng of plasmid pRL-SV40 and either 1 μg of NFATc2 overexpression vector or empty vector were co-transfected into the cells using Lipofectamine 2000 (Invitrogen). The pRL-SV40 plasmid served as an internal control for normalizing the transfection efficiency. After 40 h of transfection, the 293T cells were lysed, and the luciferase activity was determined with the dual luciferase system (Promega) using a Centro LB960 96-well luminometer (Berthold Technologies).

### Microarray expression analysis

Affymetrix Mouse Gene 1.0ST Arrays were used to profile gene expression in curdlan-stimulated D1 cells (2- or 4-h exposure) that had been treated or not with 200-ng/ml FK506 for the duration of culture. Total RNA was isolated by acid guanidinium thiocyanate-phenol-chloroform extraction (Trizol, Invitrogen) followed by Qiagen RNeasy clean-up procedure. Total RNA integrity was assessed by Agilent Bioanalyzer and RNA Integrity Number (RIN) was >9.1 for all samples. Target ssDNAs were prepared using WT Expression Kits (Ambion/Affymetrix) according to the Affymetrix protocol, then fragmented and hybridized to standard arrays for 17 h at 45°C. The arrays were washed and stained using the fluidics station prior to analysis using a GeneChip Scanner 3000.

### Bioinformatics analysis

Data were normalized using the Robust Multi-Array Average approach (33) and differential gene expression was determined using Limma (34) in R v2.15.2. A Benjamini-Hochberg-corrected *P*-value <0.05 and a cut-off fold-change value of ≥1.5 were applied to identify genes that displayed statistically significant changes in expression.

### Motif analysis

For each library, three groups of 600 randomly selected peaks were created. For each peak, an ∼200-bp genomic sequence within ±100 bp of the peak max was analyzed. For each group of 600 sequences, a motif was generated using default parameters in MEME (35) (*P*-value <0.05) with mode set to ‘One Occurrence per Sequence’ (35,36). Transfac motif database (version 2012.4) was used to obtain the consensus sequence of the NFAT binding motif (ID: V$NFAT_Q6, sequence: NANWGGAAAANN). The NFATc2 co-motif analysis was performed on the 423 peaks found near the genes differentially expressed in D1 cells treated or not with 200-ng/ml FK506 for 2 h. The peak sequences were screened for known motifs in the TRANSFAC database and the results were filtered out using core score cutoff = 1.

### Data access

The data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) under accession numbers GSE59896 and GSE59998.

## RESULTS

### A tagging system for genome-wide mapping of NFATc2 binding sites in DCs

The NFAT family of transcription factors regulates anti-microbial cytokine responses in myeloid lineage cells, but the mechanisms underpinning NFATc2 signaling in DCs and the influence of this pathway on DC function remain poorly defined. We therefore sought to identify the genome-wide binding targets of NFATc2 in the murine DC cell line D1 using ChIP-coupled high-throughput sequencing (ChIP-seq) to identify physical binding of this transcription factor to specific regions of DNA (37,38). While there are various antibodies against NFATc2 available from commercial sources, none of those tested here were able to yield enrichment of NFATc2 at known target regions of the IL-2 gene promoter (Supplementary Figure S1; (22)). We therefore used an alternative V5 protein tagging approach to conduct the NFATc2 ChIP assays (29,39), together with a GFP reporter gene under the control of IRES to identify transgene-expressing cells (Figure 1A). Quantitative RT-PCR and western blotting indicated that the ratio of tagged transgene expression to endogenous gene expression was less than 1.2:1 (Figure 1B and C). We also confirmed that DC expression of tagged NFATc2 did not significantly alter cytokine production, NFATc2 signaling or DC maturation; in curdlan-stimulated DCs, we observed that both transgenic and endogenous NFATc2 displayed comparable translocation dynamics (Figure 1D and E) and that mRNA expression of IL1A/B, IL2, IL12B/23A, tumor necrosis factor alpha (TNFα) and surface expression of DC maturation markers were not significantly altered by transgene expression (Figure 1F and Supplementary Figure S2). Finally, we used an anti-V5 mAb to confirm recruitment of NFATc2 to its known target site in the TNF promoter region (Figure 1G) (40). Together, these data validated our novel V5 tagging approach/ChIP-seq method of identifying NFATc2 binding sites in murine DCs.

**Figure 1.**
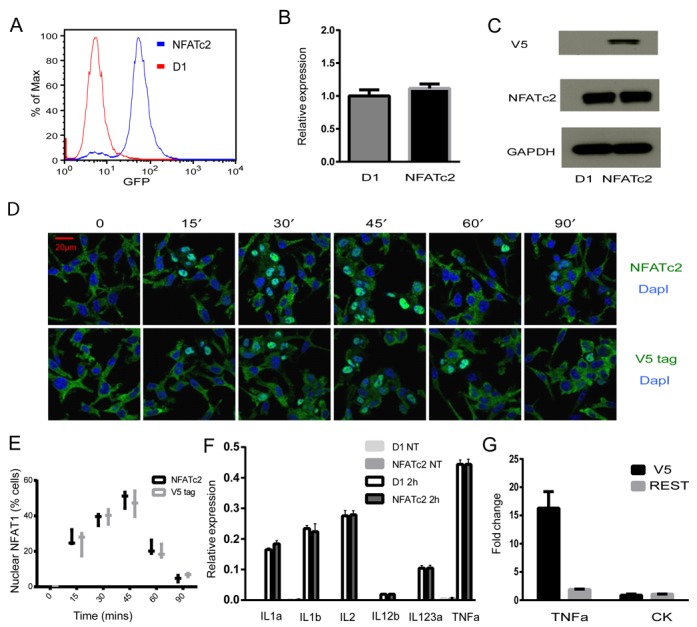
NFATc2-expressing D1 cells can be identified by low-level V5 tag expression. (**A**) Flow cytometry analysis of GFP+ NFATc2-expressing D1 cells. (**B**) Quantitative RT-PCR analysis of NFATc2 mRNA levels in NFATc2-tagged D1 cells. Samples of cDNA were prepared from D1 cells and NFATc2-V5-expressing D1 cells and then interrogated using specific primers for NFATc2 and the housekeeping gene Actb. Data are expressed as fold difference relative to non-transduced D1 cells (bars indicate standard error of the mean of three biological replicates). (**C**) A total of 15-μg protein derived from either control D1 cells or NFATc2-tagged D1 cells was labeled with antibodies against V5, NFATc2 and GAPDH. (**D**) NFATc2 nuclear translocation kinetics was assessed by microscopy in D1 cells after immunolabeling for NFATc2 or V5 tag. (**E**) NFATc2 translocation kinetics.(**F**) Quantitative PCR analysis of cytokine mRNA levels in NFATc2-tagged D1 cells. Samples of cDNA were prepared from curdlan-stimulated D1 cells (2- or 4-h exposure) and then interrogated using specific primers for the house keeping gene Actb and various cytokine genes. (**G**) Chromatin immunoprecipitation of V5-tagged NFATc2 protein was carried out using an anti-V5 antibody (or anti-REST control). ChIP DNA was interrogated by qPCR using primers against the IL2 and TNF promoters. Data are presented as mean ± SD of triplicate experiments.

### Global mapping of NFATc2 binding sites in murine DCs

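The NFATc2 ChIP-seq experiment used D1 cells, a long-term splenic DC line, that stably expressed NFATc2 with a V5 tag. The cells were stimulated for 30 min with 10 μg/ml curdlan, a β-glucan that binds dectin-1, and the tagged protein was recovered with an anti-V5 antibody. There was 1 ChIP library and 1 input library, so no spread between replicates could be measured. The authors mapped the reads to mm9 with bowtie and called peaks against the input with MACS, a program that finds regions where ChIP tags outnumber the tags of the control. The header of the peak list names MACS version 1.4.2 and gives totals of 14377535 ChIP tags and 10935820 input tags. It also gives a tag size of 36 bp, a fragment size of 192 bp, a p-value threshold of 1e-05 and at most 1 tag at the same position. The totals are used here, and the number of tags left after that limit was not examined. For each peak the list gives the start, the end, the summit, the number of tags, the p-value on a −log10 scale multiplied by 10, the fold enrichment over the local background and the FDR in percent. The peaks were used here as deposited and each peak was represented by its summit. In total 801795 tags lay in peaks, which was 5.58% of the header total of ChIP tags. The median was 63 tags per peak, with a range from 14 to 1007. Genes and TSSs were taken from the Ensembl release 65 annotation of mm9, and distances to a TSS are negative upstream of it. Shares are given with a 95% Wilson confidence interval, which covers counting error only. Choices that could change the numbers are the p-value threshold, the limit on FDR, the set of annotated genes and the distance at which a peak counted as near a gene.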

NFATc2-bound DNA fragments were obtained by ChIP using an anti-V5 antibody and were then subjected to ultra-high-throughput sequencing on the Illumina HiSeq 2000 platform. For NFATc2 ChIP-seq, 1.4 million sequence reads were uniquely mapped to the mouse genome, and a total of 10 187 binding peaks were identified in the proximity of 6887 target genes using the MACS algorithm. 

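The deposited list held 9438 NFATc2 peaks on 20 chromosomes. Their median length was 1063 bp and together they covered 11.7 Mb. The median fold enrichment over the local background was 13.4, between 4.23 and 96.9. A total of 9419 peaks had an FDR of 5% or less, and 4760 peaks had a p-value of 1e-10 or less, the alternative that moved the count most. The header of the list gives a total of 14377535 ChIP tags. Each summit was then allocated to the gene with the nearest TSS among 37252 annotated genes, and this gave 5706 distinct genes. Of these, 3745 had 1 site and the gene with the most sites had 15. The median distance from a summit to the nearest TSS was 11.1 kb, and 8853 sites (93.8%) lay within 100 kb of a TSS. The number of genes was 3362 for peaks with a p-value of 1e-10 or less, 5006 when only protein-coding genes were used and 7571 when every gene with a TSS within 20 kb of a summit was counted.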

The distribution of NFATc2 binding sites was analyzed using a similar annotation to that described previously (gene desert, 5′ distal/upstream promoter, 5′ proximal, intragenic, 3′ proximal, 3′ distal; Figure 2B) (41). 

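Each NFATc2 summit was placed in one of the classes of Figure 2B, with sites up to 10 kb from a gene called proximal and sites between 10 and 100 kb called distal. Of the 9438 sites, 5011 lay within an annotated gene (53.1%, 95% Wilson interval from 52.1 to 54.1%). This class was made of 4494 sites in introns (47.6%) and 517 in exons (5.48%). When the peaks were placed at random on their own chromosomes 100 times, 42.0% of the sites were within a gene on average, and no placement exceeded 43.3%. The 5′ proximal class held 1231 sites (13.0%, from 12.4 to 13.7%) against 6.90% in the random placements. The 5′ distal class held 1098 sites (11.6%) against 13.8%. At the 3′ side, 748 sites (7.93%) were proximal and 970 (10.3%) were distal. Gene deserts, on either side, held 380 sites (4.03%). With protein-coding genes only, 50.1% of the sites were within a gene, 12.8% were 5′ proximal and 14.0% were 5′ distal.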

Using this approach, we observed that 46% of NFATc2 binding sites were located within a known gene, 7% were situated within a proximal promoter and 12% within a distal promoter (Figure 2C). This profile of binding sites is common among transcription factors (41), and, accordingly, we observed that transcriptional start sites (TSSs) were enriched in the vicinity of NFATc2 binding sites (Figure 2D).

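Within 1 kb of an annotated TSS lay 1288 of the 9438 NFATc2 summits (13.6%, 95% Wilson interval from 13.0 to 14.4%). In 1000 random placements of the peaks on their own chromosomes the share was 4.26% on average and between 3.53 and 4.87%, so the observed share was above that of every placement. Within 10 kb of a TSS lay 4449 summits (47.1%), against 27.8% at random. When only the TSSs of protein-coding genes were counted, 12.0% of the summits were within 1 kb, against 3.24% at random. The placements describe this library and do not replace replicates. From this distribution around genes, the paper states that the profile is common among transcription factors and that TSSs were enriched in the vicinity of NFATc2 sites.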

**Figure 2.**
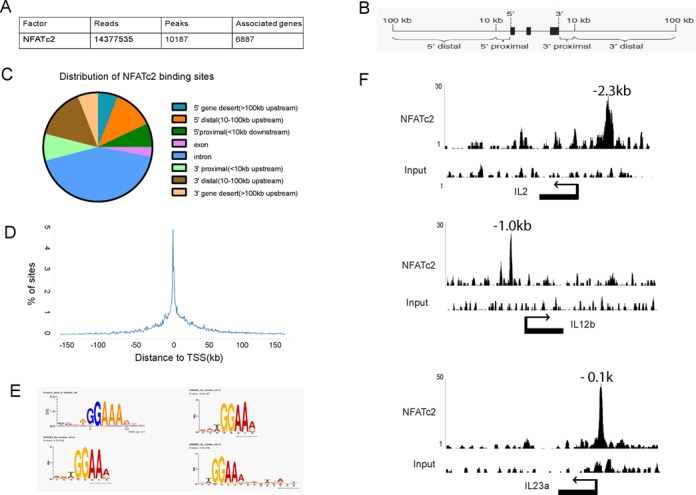
Genome-wide mapping of NFATc2 binding sites by ChIP-seq analysis of murine DCs. (**A**) Table shows the number of uniquely mapped reads, the number of peaks identified and the number of genes associated with the peaks. (**B**) Schematic diagram illustrating how binding site locations were defined; 5′ distal, 5′ proximal, 3′ proximal and 3′ distal sites in the regions 100 kb upstream and 100 kb downstream of the transcriptional unit. (**C**) Pie chart illustrating the distribution of NFATc2 binding sites in relation to genes. (**D**) Line chart showing NFATc2 binding site distribution relative to the nearest TSS. (**E**) *De novo* prediction of the NFATc2 binding motif using MEME software. (**F**) Examples of NFATc2 binding loci within IL2, IL12b and Il23a promoter region were shown.

Consistent with ChIP-seq data, we observed NFATc2 enrichment at 12 randomly selected binding peaks that were analyzed by ChIP-PCR (Supplementary Figure S3), and inhibition of NFAT translocation using FK506 reduced the recovery of these regions by ChIP (Supplementary Figure S3), thus confirming the specificity of transcription factor binding to these sites. We therefore proceeded to determine the NFATc2 consensus binding sequence using the MEME algorithm, which generated three distinct binding motifs from three sets of 600 randomly selected peaks (each being located within ±100 bp of a binding peak max). Consistent with reports from other investigators, we identified the NFATc2 binding motif as 5-′GGAAAA-3′ (Figure 2E) (42,43).

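GGAAAA was counted on either strand in the mm9 sequence within 100 bp of each NFATc2 summit, the window that was used for the MEME analysis. It was present at 4294 of the 9438 summits (45.5%, 95% Wilson interval from 44.5 to 46.5%). In windows of the same size placed 1 kb to each side of the same summits it was present in 3380 of 18876 (17.9%, from 17.4 to 18.5%), so the share at the summit was 2.54 times that of the flanks. The window size moved the share most. It was 32.8% within 50 bp (flanks 9.32%) and 61.7% within 250 bp (flanks 38.8%). The longer sequence WGGAAAA, in which W is A or T, was present at 37.8% of the summits and in 13.2% of the flanking windows. By tag count, GGAAAA was found in 47.0% of the 2360 peaks with the fewest tags (14 to 41) and in 45.9% of the 2360 peaks with the most tags (104 to 1007), with overlapping confidence intervals. By p-value it was more frequent at stronger peaks, with 47.7% (from 46.3 to 49.2%) of the 4760 peaks with a p-value of 1e-10 or less.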

### NFATc2 mediates dectin-1 activation of a range of cytokine and chemokine genes in DCs

DCs produce a plethora of cytokines and chemokines that play critical roles in immune regulation. Several key modulatory cytokines have been shown to depend on NFAT family members for their expression, so we hypothesized that at least a subset of DC-derived cytokines and chemokines were likely to depend on NFATc2 for their transcription. 

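The NFATc2 summit nearest to the TSS was found for each of these genes. Il2 lies on chromosome 3 from 37019445 to 37024881 on the minus strand, and the nearest summit was intergenic at 37027266, 2385 bp upstream of the TSS. The peak ran from 37026604 to 37027926 and had 59 tags, a fold enrichment of 10.4 and a p-value of 6.2e-12. The genome sequence from 37027246 to 37027286 around this summit is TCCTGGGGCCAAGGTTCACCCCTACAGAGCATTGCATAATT. No GGAAAA lay within 100 bp of the summit, and the nearest copy in the peak was 134 bp away on the minus strand from 37027132 to 37027137, in the sequence GTGTGGGGGCTTTTCCACACAGTGGG. Tnf (chromosome 17, TSS at 35338952) had a summit 90 bp upstream of the TSS in a peak of 489 tags with a fold enrichment of 36.7 and a p-value of 1.7e-69, one of the tallest peaks of the list by tag count (percentile 99.7). Egr2 (chromosome 10) had a summit 597 bp upstream of its nearest TSS at 67000617, inside an intron of a longer Egr2 transcript, with 270 tags and a p-value of 2.0e-84. Egr3 (chromosome 14, TSS at 70477252) had an intergenic summit 658 bp upstream with 170 tags and a p-value of 1.4e-49. The summit nearest to Csf2, which encodes GM-CSF (chromosome 11, TSS at 54063169), was 23648 bp upstream, with 40 tags and a p-value of 8.9e-09. This summit was nearer to the TSS of Il3, at 6038 bp. The summit nearest to Il10 (chromosome 1, TSS at 132916422) was 30270 bp upstream, with 25 tags and a p-value of 2.5e-09. Among peaks with a p-value of 1e-10 or less, the distances for Il2, Tnf, Egr2 and Egr3 were unchanged, and the nearest summits to Csf2 and Il10 were 30272 and 64511 bp away. Values are from 1 library without replicates.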

We therefore extracted a list of cytokines that were identified by NFATc2 ChIP-seq (Supplementary Table S1), and, consistent with previous findings, we observed that NFATc2 binds to several known target genes including IL-2, TNF, IL-10, GM-CSF, Egr2 and Egr3 (Figure 2F and Supplementary Table S1). In addition, we detected NFATc2 binding to multiple pro-inflammatory cytokine genes including IL1a, IL1b, IL17d and IL22, but also IL12b and IL23a that were previously identified as targets of NF-κB (Figure 2F) (44). 

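Il12b lies on chromosome 11 from 44213565 to 44227535 on the plus strand, and the nearest NFATc2 summit was intergenic at 44212551, 1014 bp upstream of its TSS. The peak, from 44212018 to 44212990, had 36 tags, a fold enrichment of 19.3 and a p-value of 7.1e-11. The genome sequence from 44212531 to 44212571 is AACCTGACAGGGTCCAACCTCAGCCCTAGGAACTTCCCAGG, and the whole peak held no GGAAAA. Il23a lies on chromosome 10 from 127733196 to 127735140 on the minus strand, with a summit at 127735336, 196 bp upstream of the TSS. This peak, from 127734738 to 127735787, had 78 tags, a fold enrichment of 8.80 and a p-value of 1.5e-06, close to the threshold of the list. The sequence around its summit, from 127735316 to 127735356, is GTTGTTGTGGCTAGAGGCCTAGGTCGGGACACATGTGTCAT. The nearest GGAAAA was 215 bp from the summit on the plus strand, from 127735551 to 127735556, in the sequence CTTGCCCGAGGGAAAACCAAAACAGC. Summits also lay 1862 bp upstream of Il1a (46 tags, p-value 6.2e-06), 2312 bp upstream of Il1b (87 tags, p-value 1.3e-08) and 1051 bp upstream of Il17d (63 tags, p-value 1.2e-07). The summit nearest to Il22 was 31061 bp upstream and had 79 tags, a fold enrichment of 33.5 and a p-value of 2.9e-29. When only peaks with a p-value of 1e-10 or less were kept, the summits of Il12b and Il22 stayed, while the nearest summit was 39100 bp from Il23a, 10362 bp from Il1a, 7083 bp from Il1b and 1391 bp from Il17d. Of the 21 cytokine genes of Supplementary Table S1, 19 had a summit within 30 kb of a TSS, and the median distance was 2.39 kb.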

We also identified several chemokine genes that were occupied by NFATc2 (Supplementary Table S1). 

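Of the 20 chemokine genes of Supplementary Table S1, 17 had an NFATc2 summit within 30 kb of a TSS and 16 within 20 kb, and the median distance over the list was 6.87 kb. The summit was upstream of the TSS for 14 of the genes and downstream for 6. The nearest peaks had between 29 and 491 tags, with a median of 86.5. On chromosome 11, Ccl3 had a summit 80 bp upstream of its TSS (83462857) in a peak of 400 tags with a p-value of 9.1e-56, and Ccl4 had a summit 156 bp upstream of its TSS (83476086) in a peak of 491 tags with a p-value of 3.8e-69. Ccl12 had a summit 1242 bp upstream (462 tags) and Ccl7 a summit 124 bp upstream (98 tags). Cxcl2 (chromosome 5, TSS at 91332897) had a summit 286 bp upstream in a peak of 111 tags with a fold enrichment of 16.6 and a p-value of 3.5e-25. Ccl6 had a summit 27 bp downstream of a TSS, inside an exon, with 38 tags and a p-value of 3.3e-06. Ccl9 and Ccl11 shared their nearest summit with a neighbouring gene, Ccl6 and Ccl7, respectively, and Cxcl3 shared its nearest summit with Cxcl5. The summits nearest to Cxcl9, Cxcl13 and Cxcl14 were outside the 30-kb limit, at 40516, 37265 and 114663 bp.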

Of these, CXCL2 has previously been shown to be regulated by NFAT in microglia (45), and Cxcl8 expression was reported to depend on NFAT in adenocarcinoma cells (46).

We next sought to determine which NFAT-responsive genes in DCs were modulated by activation through dectin-1. To do this, we designed a microarray experiment to compare the gene expression profiles of DCs exposed to curdlan for 2 or 4 h, with DCs that were co-treated with curdlan and NFAT inhibitors, and untreated control DCs. Using a cut-off fold-change value of 1.5 (*P* < 0.01), we identified a number of genes that were significantly differently expressed following curdlan treatment and/or by NFAT inhibition (Supplementary Table S2). We also discovered that the majority of NFAT-regulated genes required dectin-1 activation to modulate their expression (Figure 3A). In total, we identified 515 genes whose expression was upregulated by dectin-1 stimulation and 323 whose expression was downregulated. Of these, the expression of 171 genes was upregulated dependent on NFAT, and 82 were downregulated: within this set, 135 genes were common targets for upregulation by both dectin-1 and NFAT, representing 26.2% of the total dectin-1-activated genes, and 78.9% of NFAT-activated genes, suggesting that the NFAT pathway is one of the multiple downstream signaling pathways that can be activated by dectin-1 ligation in DCs. We also detected upregulation of several known NFAT target genes in curdlan-stimulated DCs, including IL2, Egr2 and Egr3 (2).

**Figure 3.**
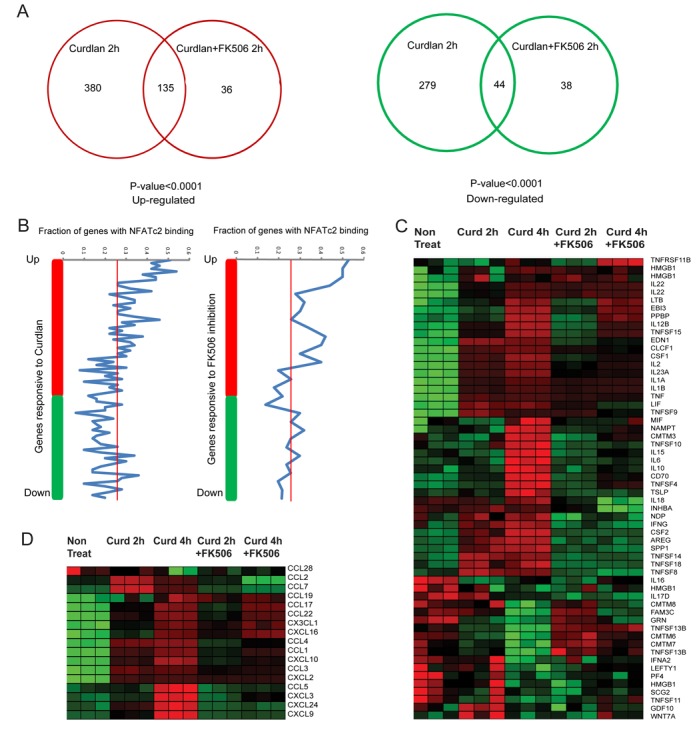
NFATc2 targets a subset of dectin-1-modulated cytokine and chemokine genes. (**A**) Venn diagram displaying the number of genes modulated by dectin-1 and/or by NFAT inhibitor FK506 with curdlan stimulation of murine DCs. The data indicate a statistically significant overlap of NFATc2 target genes with dectin-1-regulated targets. (**B**) Moving average genes in a window of 50 genes that are within 20 kb of NFATc2 ChIP-seq binding site are shown. Significantly differentially expressed genes were identified by comparing DCs stimulated with curdlan for 2 h with either non-treated controls or with DCs co-treated with curdlan and the NFAT inhibitor FK506 for 2 h (*P* < 0.05). (**C**) Heat map displaying cytokine clustering. (**D**) Heat map displaying chemokine clustering.

To further understand how NFATc2 contributes to gene modulation in DCs, we next plotted the fold change in expression level for each gene versus the fraction of those genes that displayed NFATc2 occupancy (Figure 3B). As expected, NFATc2 occupancy was enriched among NFAT-responsive target genes, but we also observed over-representation of NFATc2 binding among the upregulated but not downregulated genes in curdlan-stimulated DCs, suggesting that this transcription factor mediates early activation of target sequences rather than exerting suppressive effects (Figure 3B). Indeed, NFATc2 targets were substantially enriched among the differentially expressed genes in curdlan-stimulated DCs at 2 h, but not at 4 h (data not shown), and heat-map clustering identified several distinct groups of NFATc2-modulated cytokine and chemokine genes whose expression level and sensitivity to NFAT inhibition varied over time (Figure 3C and D). Group 1 cytokines (IL2, IL12b, IL23a, TNFSF15, EDN1, CLCF1 and CSF1) were induced at both 2 and 4 h, and were moderately impaired by NFAT inhibition (Figure 3C). Group 2 cytokines (NDP, IFNγ, CSF2, AREG, SPP1, TNFSF8, TNSF14 and TNFSF18) displayed a similar temporal expression pattern to group 1 but exhibited greater sensitivity to inhibitor treatment (Figure 3C). Finally, group 3 cytokines (IL6, IL10, CD70, TNFSF 4 and TNFSF10) were induced only after 4 h (Figure 3C). Group 1 chemokines (CCL1, CCL2, CCL4, CCL7 and Cxcl10) were significantly induced by NFAT and repressed by the inhibitor at both 2 and 4 h, whereas group 2 chemokines (CCL5, CXCL3, CCL24, CXCL9) were also inhibitor-sensitive but were significantly induced only after 4 h of curdlan stimulation (Figure 3D). Together, these data indicate that NFATc2 is responsible for mediating the early activation of cytokine and chemokine genes in dectin-1-activated murine DCs.

### NFATc2 directly modulates cytokine and chemokine gene expression in DCs via histone modification

We next integrated NFATc2 ChIP-seq data with gene expression data in order to identify the direct targets of NFATc2 regulation (defined as sites within 30 kb of a TSS that displayed both increased NFATc2 binding upon dectin-1 stimulation, and decreased binding in the presence of FK506). 

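NFATc2 sites were looked up at the 21 genes of Supplementary Table S3, with the limit of 30 kb from a TSS. A summit lay within this distance of 20 of the 21 genes, within 20 kb of 17 and within 100 kb of all 21. Cxcl9 was the gene outside the limit, with its nearest summit at 40516 bp. The median distance was 3.72 kb and the summit lay within 1 kb of the TSS for 6 genes, which were Il23a, Ccl3, Ccl4, Ccl7, Tnfsf14 and Tnfsf15. It was upstream of the TSS for 16 genes and downstream for 5. The nearest peaks had between 29 and 491 tags with a median of 73. With a p-value of 1e-10 or less, 15 of the 21 genes kept a summit within 30 kb. For 16 of the genes at least 1 summit had the gene as its nearest. Ccl9, Csf2, Cxcl3, Cxcl9 and Tnfsf9 were not the nearest gene of any summit. The NFATc2 list comes from curdlan-stimulated cells only, so the change of binding with stimulation or with FK506 that is part of this definition was not analysed here, and neither were the expression data. By combining such sites with the expression changes, the paper identifies these genes as directly regulated by NFATc2.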

Using this approach, we identified a total of 21 cytokine and chemokine genes that were directly regulated by NFATc2 in DCs (Supplementary Table S3). In order to confirm NFATc2 regulation of the cytokine and chemokine genes identified by microarray, we next used qPCR to verify mRNA expression levels and successfully validated expression level changes in 16 of the 21 candidate genes (Supplementary Figure S4). We also measured the expression levels of these cytokine genes in BMDCs to confirm that the results from D1 cells were representative of primary DCs. We found that IL2, IL12b and IL23a gene expression was similarly induced by curdlan stimulation and inhibited by Fk506 treatment (Figure 4). In addition, the other selected NFATc2 target cytokine was also induced and repressed by curdlan and FK506 treatment, respectively, except Cxcl3 (Figure 4).

**Figure 4.**
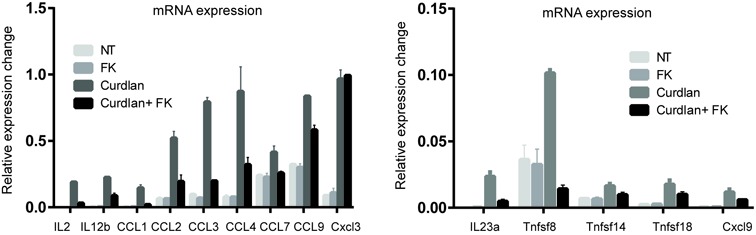
Expression of NFATc2 target genes in mouse BMDCs. Quantitative PCR analysis of cytokine mRNA levels in non-treated (NT), FK506-, Curdlan- and Curdlan+FK506-treated BMDCs. Samples of cDNA were prepared and then interrogated using specific primers for the house keeping gene Actb and various cytokine genes. Data are presented as mean ± SD of triplicate experiments.

Specific histone modifications correlate with gene expression level, and H3K4me3 in particular is a well-established marker of active genes (47). Having demonstrated that NFATc2 binding functionally activates target genes, and given the rapid translocation and brief retention time of this transcription factor in the nucleus (Figure 1), we hypothesized that dectin-1 activation of DCs promotes NFATc2 translocation to the nucleus, where it binds to specific sequence motifs and recruits H3K4me3 to mediate chromatin opening and induce gene expression. To test this hypothesis, we performed ChIP-PCR to assess H3K4me3 occupancy of NFATc2 target genes at different time points after DC exposure to curdlan. We observed H3K4me3 marks in association with all NFATc2-regulated target genes within 2 h of curdlan stimulation, and H3K4me3 occupancy continued to increase over time (Figure 5A). However H3K27me3 occupancy was not affected (Figure 5B). The direct involvement of NFATc2 in the observed epigenetic modifications was evidenced by reduced H3K4me3 occupancy following treatment with the NFAT inhibitor FK506 (Figure 5C), and increased occupancy when NFATc2 was overexpressed (Figure 5D). The luciferase promoter reporter assay further confirmed the direct activation of NFATc2 to its target cytokine gene IL2, IL12b and Il23′s promoter (Figure 5E). In addition, overexpression of NFATc2 in DC led to significantly greater increases in gene expression of several target cytokines than in DC expressing normal levels of NFATc2 when both were stimulated with curdlan (Figure 5F). Taken together, NFATc2 is therefore required to mediate epigenetic modifications that drive cytokine and chemokine gene expression in activated DCs. 

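The H3K4me3 ChIP-seq experiment compared D1 cells that were not treated (NT), cells stimulated with 10 μg/ml curdlan for 2 h and cells given curdlan for 2 h in the presence of FK506, an inhibitor of calcineurin that keeps NFAT out of the nucleus. H3K4me3 is a histone mark found mainly at the start of active genes. Each condition had 1 ChIP library and 1 input library, so the differences between conditions have no replicate check and no p-value is given for them. The authors called peaks with MACS at a p-value threshold of 1e-05 against the input of the same condition, with a band width of 1000 bp and at most 1 tag at the same position. The totals in the file headers are 16662316 ChIP and 12085435 input tags for NT, and 21289349 and 9309800 tags for curdlan. They are 19468498 and 9917958 tags for curdlan with FK506. The ratio of total ChIP to total input tags therefore differed, at 1.38, 2.29 and 1.96. The number of tags left after the limit on duplicates was not examined. The lists held 15799 peaks for NT, 14872 for curdlan and 14878 for curdlan with FK506. The median peak length was 2371, 2575 and 2494 bp and the median number of tags per peak was 457, 581 and 508. Peaks covered 42.1, 43.4 and 42.0 Mb and held 57.9, 52.8 and 51.3% of the total ChIP tags. The median fold enrichment was 34.6, 58.6 and 48.4. An FDR above 5% was given to 1181, 638 and 741 peaks. Peaks of different lists were compared by overlap of at least 1 bp. The mark at a gene was taken from the peak within 1 kb of its TSS. Log2 ratios of fold enrichment between lists were centred on the median over all genes with such a peak in both lists. That median was 0.73 for curdlan over NT and 0.27 for curdlan over curdlan with FK506. Peak lists hold no value where no peak was called, so an absent peak means signal under the threshold and not the absence of the mark.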

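The 3 H3K4me3 lists were searched for peaks that overlap each gene of Figure 6A or lie within 5 kb of its TSS. No list held such a peak at Il2 (chromosome 3, from 37019445 to 37024881), where the gap to the nearest peak was 30.3 kb in NT, 77.8 kb with curdlan and 77.6 kb with curdlan and FK506. No list held one at Il12b (chromosome 11, from 44213565 to 44227535) either, where the nearest peaks were 69.0, 68.9 and 68.8 kb away. Sox2 (chromosome 3, from 34548927 to 34551383) also had none, with the nearest peak at 490 kb in every list. At Il23a (chromosome 10, from 127733196 to 127735140), no peak overlapped the gene in NT. With curdlan a peak from 127732072 to 127736315 covered the gene and its TSS, with 412 tags, a fold enrichment of 16.0 and a p-value of 2.1e-24. The NFATc2 peak at Il23a lies inside this region. A second peak, with its summit 4894 to 4945 bp upstream of the TSS, was present in all conditions with 708 tags in NT, 678 with curdlan and 640 with curdlan and FK506. Within 2 kb of the TSS or overlapping the gene, the number of peaks at Il23a was 0 in NT and 1 with curdlan. Actb (chromosome 5, from 143664794 to 143668433) had 1 peak in each list, with 4682 tags in NT and 5425 with curdlan.

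**Figure D1:**
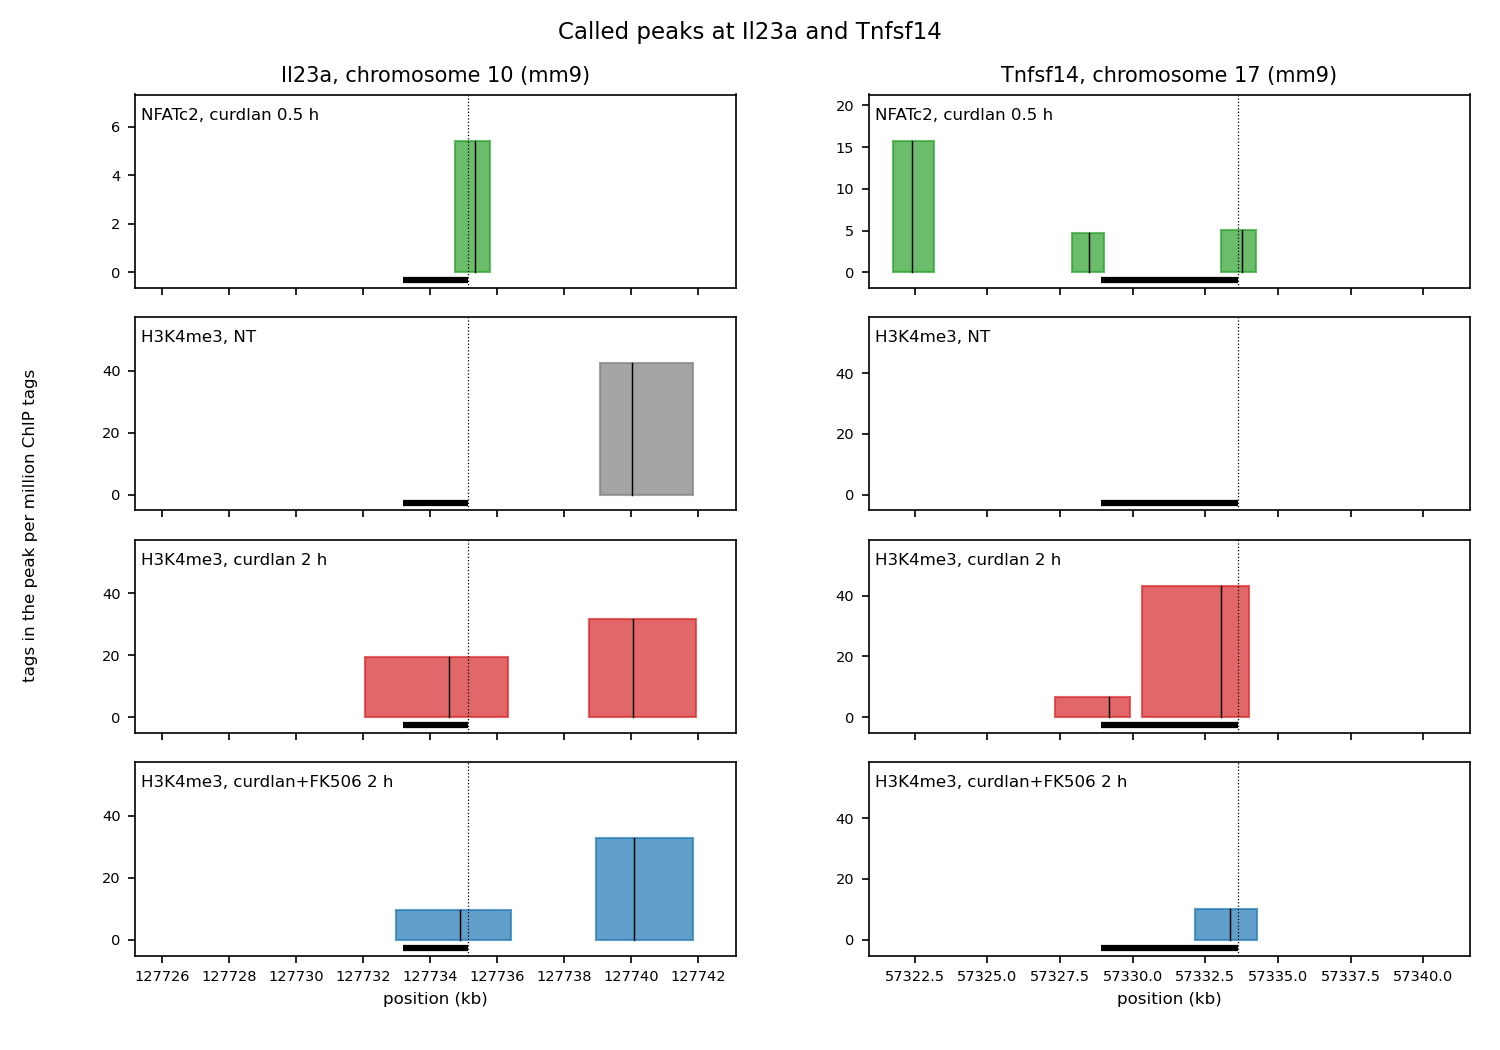
Called peaks around Il23a and Tnfsf14, with genome position in kb on the x axis. The y axis gives the tags of each peak, scaled to the total ChIP tags of the library. Coloured boxes are peaks, the thin line in a box is its summit, the black bar is the gene and the dotted line its TSS. At Il23a the peak over the TSS was called with curdlan (412 tags) and with curdlan and FK506 (189 tags) but not in NT, and at Tnfsf14 the corresponding peaks had 923 and 197 tags.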

Genome-wide mapping of H3K4me3 by ChIP-seq revealed NFAT-dependent enrichment of this mark at the IL2, IL12b and IL23a genes, but not at the non-cytokine gene Sox2 which is silent in DCs (Figure 6A). This enrichment was abrogated by exposure to the NFAT inhibitor FK506 (Figure 6A), clearly showing that NFATc2 is both specific and essential for mediating H3K4me3 enrichment at cytokine/chemokine genes in curdlan-activated DCs. Accordingly, we observed preferential association of NFATc2 with H3K4me3-modified genes that displayed upregulated expression in curdlan-stimulated DCs (Figure 6B), thus providing further evidence that NFATc2 plays a key role in epigenetic modification of gene activity in DCs.

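With curdlan and FK506, the peak over Il23a ran from 127732990 to 127736405 and had 189 tags, a fold enrichment of 11.5 and a p-value of 4.7e-16, against 412 tags and 16.0 with curdlan alone. The tags per kb of peak were 55.3 and 97.1. Il2, Il12b and Sox2 had no called peak with FK506, as in the other conditions. Actb had 5485 tags. At the 21 genes of Supplementary Table S3, a peak lay within 1 kb of the TSS at 8 genes in NT, at 12 with curdlan and at the same 12 with curdlan and FK506, while 9 genes had none in any list. Il23a, Ccl1, Tnfsf14 and Tnfsf15 had a peak with curdlan but not in NT, and each kept a peak with FK506. The tags at Ccl1 were 489 with curdlan and 122 with FK506, those at Tnfsf14 were 923 and 197 and those at Tnfsf15 were 423 and 286. Of the 8 genes with a peak in NT, 5 were higher with curdlan and 3 were lower by centred log2 fold enrichment. Ccl3 had 179, 991 and 677 tags in NT, curdlan and curdlan with FK506, Ccl4 had 302, 1183 and 812, and Csf1 had 392, 1225 and 671. The 3 lower genes were Ccl2 (fold enrichment 36.5 in NT and 34.7 with curdlan), Tgfb3 (57.5 and 83.3) and Tnfsf9 (57.2 and 85.9), against a median log2 change of 0.73 over all genes with a peak in both lists. The tags at Ccl2 fell from 1119 to 991. Peaks were longer with curdlan at Ccl3, Ccl4 and Csf1, so tags per peak and tags per kb differ (Csf1, 2699 bp in NT, 4805 bp with curdlan and 3568 bp with FK506). By centred log2 fold enrichment, 9 of the 12 genes were higher with curdlan than with curdlan and FK506 and 3 were lower. The median log2 ratio was 0.19, which lay at percentile 84.3 of 10000 random lists of 12 genes with a similar level of the mark. For curdlan over NT the median over 8 genes was 0.27, at percentile 91.6. Over the 40 genes of Supplementary Table S1 the medians were 0.23 for curdlan over NT (15 genes with a peak in both, percentile 94.3) and 0.14 for curdlan over curdlan with FK506 (20 genes, percentile 82.8). With tags per kb of peak as the measure, an alternative chosen after seeing the data, the median of the Supplementary Table S3 genes over FK506 was 0.16, at percentile 99.4, while the other comparisons stayed inside the bounds, at percentiles 92.9 (Supplementary Table S3 over NT), 90.5 (Supplementary Table S1 over NT) and 92.1 (Supplementary Table S1 over FK506). All of these medians leave out genes with a peak in only 1 of the lists. Of the 12 genes of Supplementary Table S3 with a curdlan peak, 4 (33.3%) had none in NT, against 4.44% in random lists of genes with a similar level of the mark with curdlan. For Supplementary Table S1 it was 5 of 20 genes (25.0%), against 4.29%. Both passed the upper bound. The paper chose the genes of Supplementary Table S3 because their expression rose with curdlan and fell with FK506, and the random lists were not matched on this. The excess therefore cannot tell NFATc2 sites from induction by curdlan. None of the genes with a curdlan peak in either list lacked a peak with FK506, where random lists gave 5.02 and 4.82%. With 12 and 20 genes this lay inside the bounds (percentiles 25.8 and 17.9), so it shows no difference from random lists. These shares were also added after seeing the data. From the loss of the mark with FK506 in Figure 6A, the paper concludes that NFATc2 is specific and essential for H3K4me3 enrichment at cytokine and chemokine genes. Its ChIP-PCR for the mark with FK506 and with overexpressed NFATc2 (Figure 5C and D) is further evidence that was not analysed here.

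**Figure D2:**
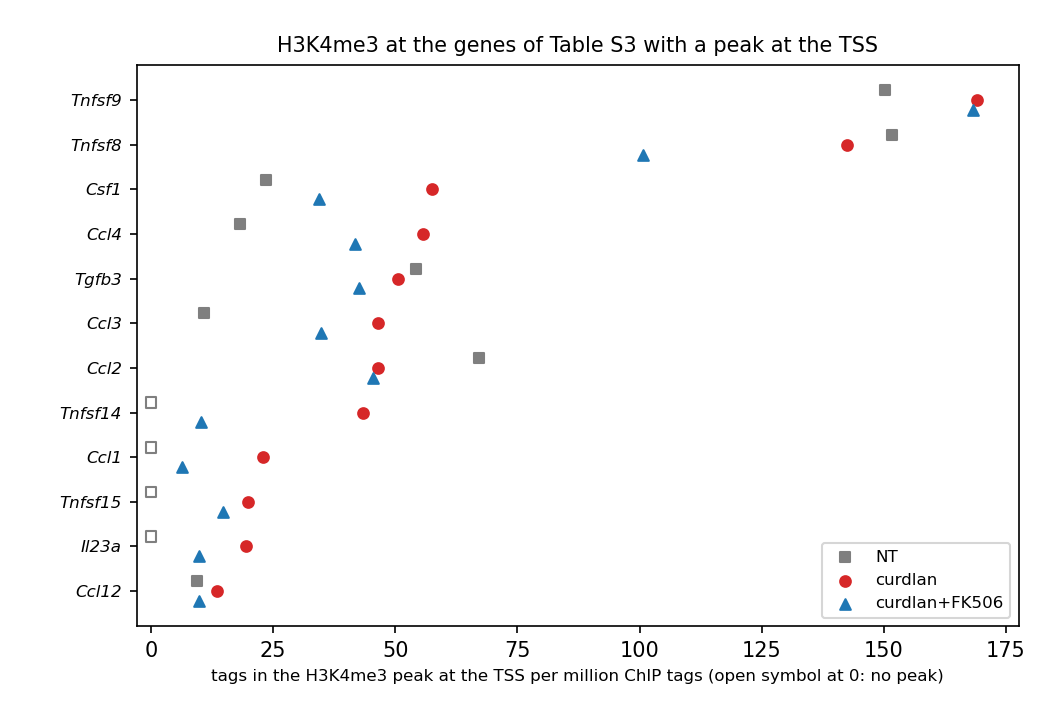
H3K4me3 at the 12 genes of Supplementary Table S3 with a peak within 1 kb of the TSS. The x axis gives the tags of the peak, scaled to the total ChIP tags of the library. Squares are NT, circles curdlan and triangles curdlan with FK506 (1 library each), and open squares at 0 mark genes without a peak in NT. All 12 circles lie to the right of the triangles, although for Ccl2, Tnfsf8 and Tnfsf9 the order reverses when tags are counted per kb of peak.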

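The relation was computed at the level of the H3K4me3 mark, since expression was not analysed here. A total of 12369 genes had a peak within 1 kb of a TSS in both NT and curdlan, and they were ordered by the centred log2 ratio of fold enrichment. An NFATc2 summit lay within 20 kb of the TSS for 37.1% of them. Among the 1236 genes with the largest increase the share was 32.0% (396 genes, 95% Wilson interval from 29.5 to 34.7%), and among the 1236 genes with the largest decrease it was 35.7% (441 genes, from 33.1 to 38.4%). The difference of -3.64 percentage points lay at percentile 3.34 of 10000 random orders of the genes, within the central 95% of the orders. With tags per kb of peak as the measure, the difference was -5.83 points, at percentile 0.115. At a given number of tags this measure falls as a peak gets longer, and the part of peak length was not tested. The 158 genes with a peak in curdlan and none in NT had a summit within 20 kb in 44.3% of cases (from 36.8 to 52.1%), and the 186 genes with a peak in NT and none in curdlan in 37.1% (from 30.5 to 44.2%). Genes without a peak in either list had one in 11.6% of cases. For curdlan over curdlan with FK506, the difference over 12364 genes was -3.24 points, at percentile 5.08. The 163 genes with a peak in curdlan and none with FK506 had a summit nearby in 28.8% of cases (from 22.4 to 36.2%), against 29.9% of the 127 genes with the opposite pattern. The percentiles describe these libraries. The paper reasons from the moving average in Figure 6B that NFATc2 associates preferentially with marked genes whose expression rose.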

**Figure 5.**
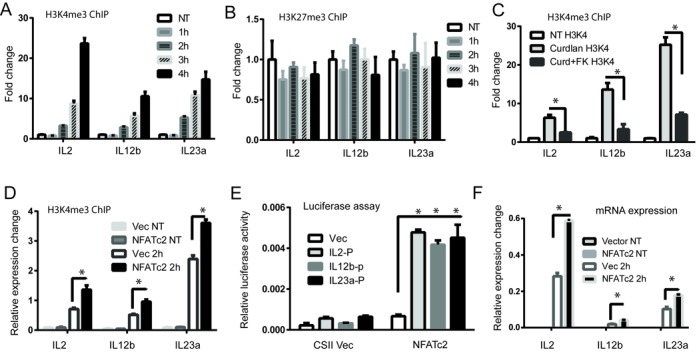
NFATc2 recruitment is associated with enrichment of histone modification H3K4me3 at active genes. (**A**) Chromatin immunoprecipitation was conducted using an anti-H3k4me3 antibody in D1 cells that had been stimulated with curdlan for 1–4 h. (**B**) Chromatin immunoprecipitation was conducted using an anti-H3k27me3 antibody in D1 cells that had been stimulated with curdlan for 1–4 h. (**C**) Chromatin immunoprecipitation was conducted using an anti-H3k4me3 antibody in D1 cells that had been stimulated with curdlan in the absence or presence of the NFAT inhibitor FK506. (**D**) Chromatin immunoprecipitation was conducted using an anti-H3k4me3 antibody in D1 cells that had been lentivirally transduced with a construct encoding NFATc2, or empty vector, before stimulation or not with curdlan for 2 h. (**E**) Luciferase reporter analysis. The luciferase reporter constructs containing the promoter of the indicated Zfp206 target genes were co-transfected into HEK293T somatic cells together with an NFATc2 expression construct or empty vector. (**F**) Measurement of mRNA levels in D1 cells by qRT-PCR. cDNA samples from D1 cells lentivirally transduced with a construct encoding NFATc2, or empty vector, before stimulation with curdlan for 2 h were interrogated with primers against IL2, IL12b and IL23a genes. Raw data were normalized to the housekeeping gene Actb and expression levels are presented relative to ActB. ChIP DNA was interrogated by qPCR using primers specific for IL2, IL12b and IL23 against polymerase primers. Fold-change values were normalized to the ChIP DNA detected in non-treated D1 cells. Data are presented as mean ± SD of triplicate experiments. *P < 0.01.

**Figure 6.**
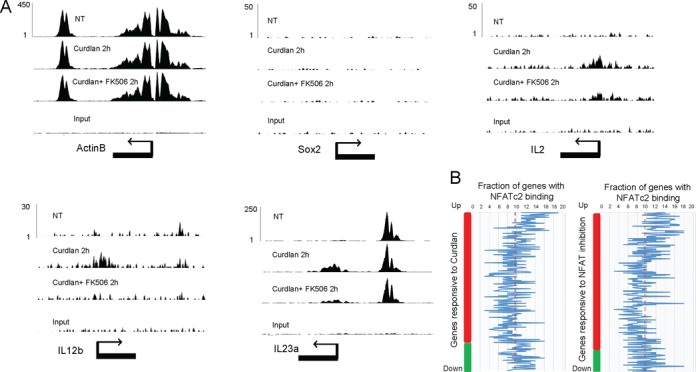
Genome-wide mapping of H3K4me3 in DCs treated with curdlan in the absence or presence of NFAT inhibitors. (**A**) NFATc2 promotes H3K4me3 modification of active genes but not silent genes in murine DCs. Examples of H3K4me3 loci at active cytokine genes IL2, IL12b and IL23a in DC stimulated or not with curdlan, either in the absence or presence of the NFAT inhibitor FK506. For comparison data from the silent non-cytokine gene Sox2 and the Actb housekeeping gene are presented alongside. Input DNA was used as control. (**B**) Preferential recruitment of NFATc2 to H3K4me3-modified target genes with upregulated expression. Genes with differential H3K4me4 marker expression fold change were identified by comparing ChIP-seq data from DCs treated or not with curdlan for 2 h, in the absence or presence of the NFAT inhibitor FK506. Moving average genes in a window of 50 genes that are within 20kb of NFATc2 ChIp-seq binding site are shown.

### NFATc2 peak height and binding proximity to the TSS predicts gene expression level in DCs

It has been reported that the proximity of a transcription factor binding site to the TSS of a given gene can predict transcriptional activity (29), so we next assessed whether this applied to NFATc2 binding sites. 

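Distances between NFATc2 sites and the TSS were computed for the 21 genes of Supplementary Table S3, and the fold changes beside them are the paper's values at 2 h, since expression was not analysed here. In the column for curdlan over curdlan with FK506, the paper's largest value was 13.4 for Ccl7, with the nearest summit 124 bp upstream of the TSS, followed by 6.2 for Tnfsf14 (152 bp upstream), 5.9 for Ccl4 (156 bp upstream) and 4.1 for Il12b (1014 bp upstream). The lowest were 1.4 for Cxcl3 (25469 bp upstream) and Tnfsf9 (3591 bp downstream) and 1.5 for Tgfb3 (15212 bp downstream) and Ccl3 (80 bp upstream). In the column for curdlan at 2 h the order differs. The paper's largest value there was 77.5 for Il2 (3 over FK506), whose nearest summit was 2385 bp upstream of the TSS. It was followed by Ccl1 with the paper's value of 42.2 and a summit 18111 bp upstream, Ccl4 with 28.6 and 156 bp upstream, Il23a with 26.4 and 196 bp upstream, and Ccl7 with 16.7 and 124 bp upstream. At the other end of this column, Tgfb3 had the paper's value of 1.4, Cxcl3 had 1.5, and Ccl24 had 1.7 and a summit 9436 bp upstream. Over the 21 genes, 9 had their nearest summit upstream and within 5 kb of the TSS, and 11 had it within 5 kb on either side. With peaks of p-value 1e-10 or less, the nearest summit of Ccl1 was 24091 bp and that of Il23a 39100 bp from the TSS.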

When we plotted fold-change in expression of NFAT-regulated genes against the distance between the NFATc2 binding site and the TSS, we observed that the genes whose expression was most upregulated were those associated with an adjacent upstream NFATc2 binding site (Figure 7A). Dectin-1-activated genes displayed a similar proximity of NFATc2 binding sites to the TSS for the most upregulated genes, thus confirming that peak distance predicts the extent of gene activation, although we also observed a number of outliers that were perhaps regulated by other transcription factors such as NF-kB.

We next investigated whether NFATc2 ChIP peak height reflected the transcriptional activity of target genes. When we separated the ChIP peaks according to their height (low, medium, high or very high), and calculated the proportion of activated genes in each fraction, we observed that the percentage of activated genes for NFATc2 peaks of medium to very high height (15–18%) was at least 2-fold greater when compared to ‘low’ peaks (6%) (Figure 7B). These data demonstrated that NFATc2 peak height predicts the transcriptional activity of NFAT-regulated genes. Thus NFATc2 binding peak height and proximity to the TSS influence the level of cytokine and chemokine gene expression in dectin-1-activated DCs.

**Figure 7.**
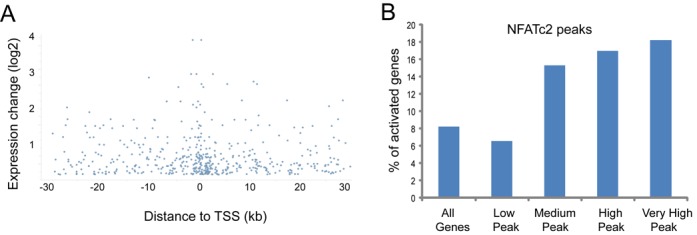
NFATc2 peak height and binding proximity to the TSS predict gene expression level in DCs. (**A**) Graph x-axis indicates the relative position of NFATc2 binding peaks relative to the TSS of the target genes, while the y-axis indicates the log_2_-fold change in gene expression in DCs after curdlan stimulation for 2 h, normalized to curdlan in the presence of NFAT inhibitor Fk506 for 2 h. (**B**) The peak height ranges were generated using Seqmonk software and were defined as low (0–20), medium (20–30), high (30–50) or very high (50–100).

## DISCUSSION

In the current report we provide evidence that the transcription factor NFATc2 mediates epigenetic modification of DC cytokine responses to dectin-1 stimulation. Our data indicate that NFATc2 signaling is an essential mediator of myeloid cell responses to microbial antigens, consistent with previous reports that dectin-1 signaling in DCs is essential for effective host protection against fungal infections (4), and suggesting a broader role for NFAT signaling in immune regulation than that originally described in T cells more than two decades ago (14,48). Although it has long been established that ligation of TLRs/CLRs such as dectin-1 leads to rapid activation of calcineurin/NFAT signaling in DCs, until now the genetic targets of NFATc2 binding in these cells have remained obscure. Our data now reveal a critical role for NFATc2 signaling in regulating the DC response to microbial ligands, which is likely to influence the balance of inflammation versus regulation in infected host tissues.

We conducted genome-wide mapping of NFATc2 binding sites in dectin-1-stimulated DCs and integrated our findings with gene expression data to identify the directly regulated targets of this transcription factor. In addition to targets of NFATc2 such as the IL2 and Egr2/3 genes (2), we also detected NFATc2 regulation of the genes IL12b and IL23a that are required to produce the heterodimeric cytokine IL-23 and promote Th17 differentiation; we also observed a clear influence of NFATc2 on the transcription of genes encoding the growth factors GM-CSF and TGF-β3 that have previously been implicated in pathological Th17 differentiation (49–51). Similarly, TNFSF8 (CD153) has been reported to play critical roles in Th17 cell differentiation and proliferation (52), and our data revealed that NFATc2 directly regulates the expression of multiple TNF family members including TNFSF8, TNFSF14 and TNFSF18. Taken together, these data indicate that NFATc2 targets multiple cytokine genes that have been implicated in inflammatory pathologies across a variety of different tissues. In particular, the evidence of several targets in the Th17 pathway certainly warrants further investigation. We also observed that NFATc2 directly regulated a large group of chemokine genes with broad biological effects; CCL1 has been shown to influence regulatory T-cell function (53), CCL2 directs DCs to the tumor bed to promote killing of malignant cells (54), CCL3 contributes to the initiation of chronic myeloid leukemia (55) and CCL4 suppresses autoimmune destruction of islet β-cells (56). Furthermore, NFATc2 directly regulated the nur77 (Nr4a1) gene that promotes apoptosis of LPS-stimulated DCs in an NFATc2-dependent manner (21). 

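Nr4a1 lies on chromosome 15 from 101097277 to 101105223 on the plus strand. In the 1 library of curdlan-stimulated cells, the nearest NFATc2 summit was intergenic at 101096937, 340 bp upstream of the TSS, in a peak from 101095900 to 101097398 with 45 tags, a fold enrichment of 13.3 and a p-value of 2.7e-07. A total of 4 summits lay within 20 kb of the TSS. Among peaks with a p-value of 1e-10 or less the nearest summit was 9823 bp away. The H3K4me3 peak at the TSS had 117 tags over 1804 bp in NT, 2124 tags over 7255 bp with curdlan and 956 tags over 4589 bp with curdlan and FK506, with fold enrichments of 15.4, 62.5 and 41.9.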

Together, these data indicate that NFATc2 regulates a broad range of genes with diverse biological roles in DCs, including those involved in induction of Th17 differentiation, trafficking to peripheral tissues, and also DC survival, which together are likely to influence the outcome of inflammatory immune responses.

Among the thousands of NFATc2 binding targets identified here, only a small proportion conferred increased gene expression upon recruitment of NFATc2, which appears to be a common feature of transcription factor binding (29,38). Instead of exerting uniform effects on transcriptional activity, we observed that NFATc2 peak height and proximity to the TSS influenced the extent of gene activation, analogous to previous reports that have identified these same factors as key determinants of transcriptional repression (29). It is therefore possible that recruitment of additional co-factors to NFATc2 binding sites modifies the effects of this transcription factor on gene expression (38). Indeed, we found that the binding motifs of several well-known NFAT co-factors frequently flanked NFATc2 binding sites within directly regulated target genes, including AP1, JunB, JunD, PPAR and NFAT (Supplemental data).

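The supplementary table of co-motifs lists 230 motifs, each with an example site. The sites lie in 86 distinct regions, and each of these regions is identical in coordinates to 1 of the deposited NFATc2 peaks. All 230 example sites were found at the stated position of mm9. The regions had a median length of 1973 bp and a median of 236 tags. The counts in the table come from a larger set of regions than these examples, with 141 regions for the most frequent motif. The table gives 11 motifs for AP1, in 134 to 138 regions, JunB and JunD in 138 each, 2 motifs for PPAR in 110 and 139, and 8 motifs for NFAT in 138 to 141. In the genome sequence, AGTCA was present on either strand in 85 of the 86 regions (98.8%), and in 98.3% of 172 windows of the same lengths placed 50 kb to each side. The full AP1 site TGASTCA, in which S is C or G, was present in 36 regions (41.9%) and in 53 of the shifted windows (30.8%).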

An additional influence on gene expression levels is chromatin structure, which is remodeled by epigenetic modifications that control the access of transcriptional machinery to the template DNA. Chromatin remodeling can define different cell lineages, developmental stages and cellular responses to environmental signals (57), but until now NFAT's involvement has remained largely uncharacterized and no genome-wide roles for NFAT in epigenetic modification of gene expression had been reported. We observed a rapid shuttling of NFATc2 between cytoplasm and nucleus, preferential localization of NFATc2 to promoter sequences and H3K4me3 modification of multiple different target genes. In addition, we detected epigenetic modification of numerous different genes in dectin-1-activated DCs, including the cytokine genes IL2, IL12b and Il23a, which lacked H3K4me3 in the steady state but were significantly enriched in this mark following curdlan stimulation, except when in the presence of an NFAT inhibitor. Moreover, we detected preferential recruitment of NFATc2 to H3K4me3-enriched target genes on a genome-wide scale, thus confirming that NFATc2 regulates target gene expression by inducing specific epigenetic modifications.

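Peaks of the 3 H3K4me3 lists were compared by overlap of at least 1 bp. Of the 14872 curdlan peaks, 592 (3.98%) overlapped no NT peak, and of the 15799 NT peaks, 1261 (7.98%) overlapped no curdlan peak. The other 14280 curdlan peaks were shared with NT. Gained peaks were small, with a median of 85.5 tags and 1448 bp against 612 tags and 2624 bp for shared peaks, and 152 of them (25.7%) lay within 1 kb of a TSS against 78.0% of shared peaks. With lists of equal length, made of the 14872 peaks with the lowest p-values in each, 919 peaks were gained and 697 were lost. By counting alone, gained minus lost equals the difference in list length (-927 as deposited), apart from peaks that overlap more than 1 peak. It was -669 as deposited and 222 with lists of equal length. This does not tell the list length from a loss of the mark. Of the 592 gained peaks, 360 overlapped no peak in the list for curdlan with FK506 (60.8%, 95% Wilson interval from 56.8 to 64.7%) and 232 did. The share of shared peaks without an FK506 peak was 3.44%, and 21.7% in random lists of shared peaks with the same tag counts as the gained peaks, so the observed share was above that of all 10000 random lists. In the reverse comparison, 54.1% of the 510 FK506 peaks without an NT peak had no curdlan peak, against 17.4% in matched lists. A loss due to FK506 therefore cannot be told apart from peaks that are called in a single list. Of the gained peaks, 10 had a p-value of 1e-50 or less, and 9 of these overlapped an FK506 peak. Among the cytokine genes of Figure 6A, Il23a had a gained peak over its TSS, while Il2 and Il12b had no called peak in any of the lists.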

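Of the 9438 NFATc2 peaks, 2394 (25.4%, 95% Wilson interval from 24.5 to 26.3%) overlapped an H3K4me3 peak of NT cells, 2346 (24.9%, from 24.0 to 25.7%) a peak of curdlan-stimulated cells and 2276 (24.1%, from 23.3 to 25.0%) a peak of cells given curdlan and FK506. In 1000 random placements of the NFATc2 peaks on their own chromosomes the shares were 2.50, 2.51 and 2.45% on average and never above 3.07%. The overlap was thus close to 10 times the random level before stimulation as well as after it. An overlap with a curdlan peak and no NT peak was seen for 223 NFATc2 peaks, and the reverse for 271. Of the 592 H3K4me3 peaks gained with curdlan, 268 had an NFATc2 summit within 20 kb (45.3%, from 41.3 to 49.3%). In 10000 random lists of curdlan peaks matched on tag count the share was 32.2% on average and lower than the observed share in every list. Of the 1261 NT peaks without a curdlan peak, 550 had a summit within 20 kb (43.6%, from 40.9 to 46.4%), against 33.6% in matched lists of NT peaks. The interval of this share overlaps that of the gained peaks. Over all curdlan peaks the share was 37.9%. With windows of 5 and 100 kb in place of 20 kb, 29.1 and 74.0% of the gained peaks had a summit, against 16.5 and 66.6% in matched lists. The paper concludes from the preferential recruitment to marked genes that NFATc2 regulates its targets by inducing epigenetic modifications.

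**Figure D3:**
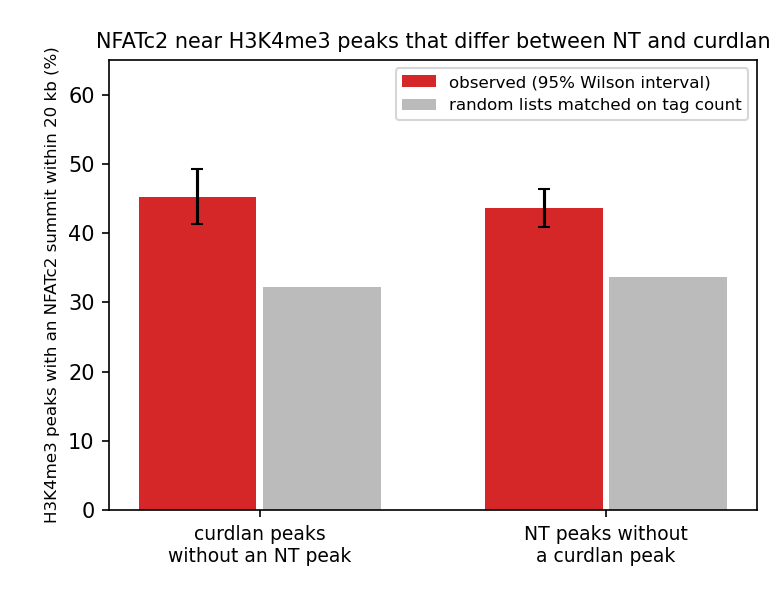
Share of H3K4me3 peaks with an NFATc2 summit within 20 kb, in percent, for curdlan peaks without an NT peak and NT peaks without a curdlan peak. Red bars are the observed shares with the 95% Wilson interval and grey bars the average of 10000 random lists matched on tag count. Both observed shares (45.3 and 43.6%) lie above their matched lists (32.2 and 33.6%).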

Due to the established role of NFAT in regulating T-cell immunity, the calcineurin/NFAT inhibitors CsA and FK506 have been widely used to treat autoimmune diseases and suppress allograft rejection in human patients (58–60). Our study now demonstrates that the NFATc2 regulatory network also influences a broad range of DC functions and modulates the expression of multiple cytokines and chemokines that critically regulate host protection against bacteria and fungi. Improving our current understanding of the roles played by NFATc2-regulated genes in anti-microbial immune responses may therefore lead to the design of new drugs that more effectively target this pathway for the treatment of human inflammatory disorders and autoimmune pathologies.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: NFATc2 mediates epigenetic modification of dendritic cell cytokine and chemokine responses to dectin-1 stimulation
**Source:** Nucleic Acids Res. 2014 Dec 30;43(2):836–47. doi: 10.1093/nar/gku1369
**Supplement:** SUPPLEMENTARY DATA

NFATc2 mediates epigenetic modification of dendritic cell cytokine and chemokine responses to dectin-1 stimulation — NFATc2 mediates epigenetic modification of dendritic cell cytokine and chemokine responses to dectin-1 stimulation — SUPPLEMENTARY DATA 

# NFATc2 mediates epigenetic modification of dendritic cell cytokine and chemokine responses to dectin-1 stimulation

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: NFATc2 mediates epigenetic modification of dendritic cell cytokine and chemokine responses to dectin-1 stimulation
**Source:** Nucleic Acids Res. 2014 Dec 30;43(2):836–47. doi: 10.1093/nar/gku1369
**Supplement:** SUPPLEMENTARY DATA

**Table S1 NFATc2 binding cytokines and chemokine gene targets**

NFATc2 ChIP-seq Reads were mapped to the mouse genome (version mm9) with bowtie 1 using default parameters. The MACS 1.4.1 program was then used with default settings to detect peaks of ChIP enrichment ) relative to a control data set that was generated using input material from the same cell line. The binding targets were allocated to the nearest gene targets. 

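Supplementary Table S1 is a list of the cytokine and chemokine genes among the nearest genes of the NFATc2 peaks, and it holds 40 genes that were all found in the annotation. When each of the 9438 summits was allocated to the gene with the nearest TSS, 32 of the 40 genes were the nearest gene of at least 1 summit and 8 were not. A summit lay within 20 kb of a TSS for 33 of the genes, within 30 kb for 35 and within 100 kb for 39. The summit was upstream for 29 genes and downstream for 11, and it was within 1 kb of the TSS for 12. With a p-value of 1e-10 or less, 28 genes had a summit within 30 kb, and with an FDR of 5% or less 35 did. An H3K4me3 peak lay within 1 kb of the TSS at 15 of the genes in NT, and at 20 with curdlan and with curdlan and FK506.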

From the whole list, the cytokines and chemokines were listed as in table..

| **Cytokines** | | **Chemokines** | |
| --- | --- | --- | --- |
| Gene accession | Gene name | Gene accession | Gene Name |
| NM_008366.3 | IL2 | NM_011329.3 | Ccl1 |
| NM**_**031252.2 | IL23a | NM_011333.3 | Ccl2 |
| NM_008352.2 | IL12b | NM_011337.2 | Ccl3 |
| NM_145837.3 | IL17d | NM_013652.2 | Ccl4 |
| NM_010556.4 | IL3 | NM_013653.3 | Ccl5 |
| NM_009969.4 | Csf2 | NM_009139.3 | Ccl6 |
| NM_010548.2 | IL10 | NM_013654.3 | Ccl7 |
| NM_016971.2 | IL22 | NM_021443.3 | Ccl8 |
| NM_010554.4 | IL1a | NM_011338.2 | Ccl9 |
| NM_008361.3 | IL1b | NM_011330.3 | Ccl11 |
| NM_011329.3 | Ccl1 | NM_011331.2 | Ccl12 |
| NM_010118.3 | Egr2 | NM_011332.3 | Ccl17 |
| NM_001289925.1 | Egr3 | NM_019577.4 | Ccl24 |
| NM_009452.2 | Tnfsf4 | NM_009140.2 | Cxcl2 |
| NM_009403.3 | Tnfsf8 | NM_203320.3 | Cxcl3 |
| NM_009404.3 | Tnfsf9 | NM_009141.3 | Cxcl5 |
| NM_019418.3 | Tnfsf14 | NM_008599.4 | Cxcl9 |
| NM_177371.3 | Tnfsf15 | NM_018866.2 | Cxcl13 |
| NM_183391.3 | Tnfsf18 | NM_019568.2 | Cxcl14 |
| NM_001278601.1 | Tnf | NM_023158.6 | Cxcl16 |
| NM_009368.3 | Tgfb3 |  |  |

**Table S2 Differentially expressed genes identified by microarray ***

The Affymetrix Mouse Gene 1.0ST Arrays were used to profile in curdlan-stimulated D1 cells (2h or 4h exposure) that had been treated or not with FK506 for the duration of culture. A Benjamini-Hochberg-corrected P-value <0.05 and cut-off fold-change value of ≥1.5 were applied to identify genes that displayed statistically significant changes in expression.

|  | Curdlan/NT  2h | Curdlan/NT  4h | Curdlan/Curdlan+FK  2h | Curdlan/Curdlan+FK  4h |
| --- | --- | --- | --- | --- |
| Up | 515 | 1245 | 171 | 380 |
| Down | 323 | 896 | 82 | 41 |

*****fold change>1.5, P-value>0.05

**Table S3 Cytokines and chemokines directly regulated by NFATc2**

The NFATc2 ChIP-seq and microarray data were integrated to generate NFATc2 direct regulated targets.. 

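Supplementary Table S3 combines a change of expression on microarrays, which was not analysed here, with a site in the NFATc2 list. For its 21 genes, the nearest summit had between 29 and 491 tags. The tallest of these peaks were at Ccl4 (491 tags, fold enrichment 22.2, p-value 3.8e-69), Ccl12 (462 tags, 35.7, 5.3e-134, with an FDR of 7.69%) and Ccl24 (438 tags, 22.4, 6.5e-75). The peaks nearest to the listing threshold by p-value were at Tnfsf18 (50 tags, 7.5e-06), Ccl9 (38 tags, 3.3e-06) and Ccl2 (34 tags, 3.2e-06). The H3K4me3 lists had a peak within 1 kb of the TSS at 8 of the 21 genes in NT and at 12 with curdlan.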

The cytokines and chemokines that were induced upon curdlan stimulation but were repressed with NFAT inhibitor FK506 by microarray data, and also contain an NFATc2 binding site identified by NFATc2 ChIP-seq, were listed as NFATc2 direct regulated cytokines and chemokines.

| **Cytokines** | | | **Chemokines** | | |
| --- | --- | --- | --- | --- | --- |
| Gene  Name | Curd 2h | Curdlan/  FK506 2h | Gene  Name | Curd 2h | Curdlan/  FK506 2h |
|  | Fold change | Fold change |  | Fold change | Fold change |
| IL2 | 77.5 | 3.0 | Ccl1 | 42.2 | 3.2 |
| IL12b | 9.3 | 4.1 | Ccl2 | 2.1 | 2.1 |
| IL23a | 26.4 | 2.1 | Ccl3 | 5.6 | 1.5 |
| Tnfsf8 | 2.9 | 3.3 | Ccl4 | 28.6 | 5.9 |
| Tnfsf9 | 5.8 | 1.4 | Ccl7 | 16.7 | 13.4 |
| Tnfsf14 | 6.5 | 6.2 | Ccl9 | 4.4 | 2.7 |
| Tnfsf15 | 6.9 | 2.4 | Ccl12 | 2.9 | 1.8 |
| Tnfsf18 | 1.9 | 2.1 | Ccl24 | 1.7 | 1.6 |
| Csf1 | 11.2 | 2.6 | Cxcl3 | 1.5 | 1.4 |
| Csf2 | 4.2 | 3.2 | Cxcl9 | 2.2 | 2.0 |
| Tgfb3 | 1.4 | 1.5 |  |  |  |

**Supplemental Figure Legends**

**Figure S1. NFAT1 binding at the IL2 promoter.** D1 cells were stimulated with curdlan for 30min before being subjected to chromatin immunoprecipitation using a commercially available antibody against NFAT1. Primers flanking the IL2 promoter ~2.5kb upstream of the TSS were used. Data are presented as mean ± s.d. of duplicate experiments.

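The IL2 primer pair of the NFATc2 ChIP-PCR was matched to the mm9 genome. It gives 1 product of 159 bp on chromosome 3 from 37026656 to 37026814, intergenic, with its middle 1854 bp upstream of the Il2 TSS. The product lies inside the deposited NFATc2 peak from 37026604 to 37027926, whose summit is 531 bp from the middle of the product and 2385 bp upstream of the TSS. This peak comes from the V5-tagged protein and not from the antibody against NFAT1.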

**Figure S2. Maturation of NFAT1-tagged D1 cells.** NFAT1-tagged D1 cells and control D1 cells were treated with 10µg curdlan for 18h and then analysed by flow cytometry using antibodies against CD11c, CD40, CD80, CD86 and MHCII.

**Figure S3. Validation of NFAT1 binding sites using ChIP-PCR. A** and **B.** Chromatin immunoprecipitation of V5-tagged NFAT1 proteins was conducted using an anti-V5 antibody (or anti-REST control) in NFAT1-tagged D1 cells that had been stimulated with curdlan for 30min either in the absence (A) or presence (B) of the NFAT inhibitor FK506. ChIP DNA was interrogated by qPCR using 9 randomly selected primers as positive controls and REST primers as negative controls. Data are presented as mean ± s.d. of duplicate experiments.

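The sequences of the 9 numbered primer pairs were matched to the mm9 genome with a product limit of 2 kb. Each pair gave 1 product, and all 9 products overlapped a deposited NFATc2 peak. These peaks had between 54 and 384 tags with a median of 129. Pair 6 amplifies 160 bp on chromosome 15 from 35012575 to 35012734, in an intron, with its middle at the summit of a peak with 96 tags and a p-value of 4.9e-41. Pair 9 amplifies 150 bp on chromosome 13 from 96362881 to 96363030, intergenic, with its middle 29 bp from the summit of a peak with 347 tags and a p-value of 9.1e-117. The pair for REST gives a product on chromosome 10 from 80500098 to 80500253, outside the NFATc2 peaks and with its middle 53.0 kb from the nearest summit. The recovery measured by qPCR was not analysed here.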

**Figure S4. Validation of differentially expressed cytokine genes identified by microarray.** Quantitative PCR analysis of cytokine mRNA levels in D1 cells after treatment with FK506 and curdlan, either alone or in combination, for comparison with non-treated control cells (NT). Samples of cDNA were prepared and then interrogated using specific primers for the house keeping gene Actb and various cytokine genes. Data are presented as mean ± s.d. of duplicate experiments.

How the deposited data were processed for this re-analysis (not part of the article)

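Peak lists of 4 ChIP-seq experiments on D1 cells were analysed: NFATc2 tagged with V5 after 30 min of curdlan, and H3K4me3 in non-treated (NT) cells, after 2 h of curdlan and after 2 h of curdlan with FK506. Each condition had 1 ChIP library and 1 input library. The conditions were taken from the sample labels and the paper. The labels give the curdlan dose as 10 μg/ml, and the FK506 dose of these libraries was not taken from them.

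The authors mapped reads to mm9 with bowtie, kept at most 1 tag at the same position and called peaks with MACS (version 1.4.2 in the file headers) against the input of the same condition, with a p-value threshold of 1e-05 and a band width of 300 bp for NFATc2 and 1000 bp for H3K4me3. Peaks were called by the authors in each library on its own, without pooling. For every peak the deposited lists hold the start, the end, the summit and the count of tags, which is not normalized. The authors' lists give the p-value of each peak as −log10 p multiplied by 10, limited to 3100. The deposited fold enrichment is the ratio of the tags at the peak to the number predicted from the local background of the input. The FDR in the deposited lists is in percent and was estimated by MACS from peaks called with ChIP and input exchanged.

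The header total of ChIP tags was 14377535 for NFATc2, 16662316 for NT, 21289349 for curdlan and 19468498 for curdlan with FK506. The number of tags left after the limit on duplicates was not examined. The median count of tags per peak was 63, 457, 581 and 508. Shares of peaks are given with a 95% Wilson confidence interval, which covers counting error only. With 1 library per condition there is no measure of biological spread, so no p-value was computed between conditions or across genes. Percentiles among random placements or random lists describe these libraries.

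The genome was NCBI mouse build 37, the assembly called mm9, and genes came from the Ensembl release 65 annotation of that build, with 37252 genes, 22350 of them protein-coding. Summits were used as the position of a peak. The nearest gene was the gene with the nearest TSS of any transcript. Location classes followed Figure 2B with limits of 10 and 100 kb, and sites inside a gene were split into exons and introns. NFATc2 peaks were placed at random on their own chromosomes, from 3 Mb to the end, 1000 times (100 times for the location classes). Motifs were counted on either strand within 100 bp of a summit and in windows 1 kb to each side. Peaks of different lists were called shared at an overlap of at least 1 bp. Gained peaks were set beside 10000 random lists of peaks matched on tag count in 10 groups. The H3K4me3 change of a gene was the log2 ratio of the fold enrichment of its peaks within 1 kb of a TSS. It was centred on the median over all genes with such a peak in both lists. The difference in NFATc2 proximity between the 1236 genes with the largest increase and the 1236 with the largest decrease was set beside 10000 random orders of the genes, with bounds at percentiles 2.5 and 97.5. These orders take no account of gene density along the genome. Primers were matched to the genome with a product limit of 2 kb. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1 were used.

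The statistics were tested before use, mostly on simulated data, and 12 of 12 tests passed. These included planted answers, overlaps checked by direct count and sets without an effect. The sets with summits at gene starts were not among the 12. Among 100 simulated sets without an effect, 4 passed the bounds for NFATc2 proximity to gained peaks and 2 for the loss of gained peaks. In these sets gained peaks were drawn from all curdlan peaks, summits were set at peaks independently without a window, and loss did not depend on tags. The data have weaker gained peaks and a window of 20 kb, so these rates may not hold for them. For the order of genes by H3K4me3 change, 5 of 100 sets passed with summits placed uniformly and 14 of 100 with summits placed at gene starts. With orders rotated along the genome in place of free orders these numbers were 2 and 10, so percentiles of that result near the bounds are less certain than they appear.

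The genes named in the text were chosen by a rule written before the data were examined: every gene of Supplementary Tables S1 and S3 and of Figures 2F and 6A that is found in the annotation. Nr4a1 is not covered by this rule and appears only beside the sentence of the paper that names it. Alternatives for the p-value threshold, the limit on FDR, the overlap, the list length, the windows, the annotation, the random placement and the measure of H3K4me3 change were also chosen before the data were examined. Finer matching on tag counts, matching on overlap with a TSS, a threshold of 1e-50 for gained peaks, orders matched on the level of the mark or rotated along the genome, tags per kb at the listed genes and the share of listed genes that gained a peak were added after seeing the data. Microarray, ChIP-PCR, qPCR and luciferase values were not analysed here, so claims that rest on them carry no data.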

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

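Of the tests in this part, the test on TGASTCA was chosen before the result was seen. On the peaks that differ between NT and curdlan, some comparisons were also chosen before. These were lists of equal length, all lists at a p-value of 1e-10 or less and all lists at the FDR limit. The share of gained peaks near an NFATc2 summit, over all gained peaks and at 1e-10 or less, was also planned. The other tests on peaks that differ between NT and curdlan were chosen after the result was seen.

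More H3K4me3 peaks of NT cells lacked a curdlan peak (1261) than the reverse (592), a set that the paper does not discuss. A technical explanation is that the NT list is longer at the same p-value threshold, 15799 peaks against 14872. With lists of equal length the difference of gained minus lost peaks was 222, against -669 with the lists as deposited. Equal lengths move this difference towards 0 whatever the reason for the shorter list, so the test cannot tell the list length from a loss of the mark. Another is that these peaks lie near the threshold. Among peaks with a p-value of 1e-50 or less the ratio of lost to gained was 0.7, against 2.13 over all peaks, but this rests on 7 lost and 10 gained peaks, too few to tell the numbers apart. At a p-value of 1e-10 or less in their own list there were 452 lost and 165 gained peaks, and with all lists at that threshold 1041 and 391, so the ratio did not fall between the threshold of the lists and 1e-10. With all lists at 1e-10 the NT list was still longer (14349 against 13476 peaks), so this ratio does not separate the threshold from the list length. With all lists at an FDR of 5% or less there were 811 lost and 647 gained peaks, a smaller ratio, and the lists were then also closer in length (14618 and 14234 peaks). These alternatives point in different directions, so the threshold is neither shown nor excluded as the source. A loss of the mark at these sites after curdlan cannot be told apart from these technical explanations with 1 library per condition.

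The NT peaks without a curdlan peak had an NFATc2 summit within 20 kb in 43.6% of cases (95% Wilson interval from 40.9 to 46.4%), against 33.6% in 10000 lists of NT peaks matched on tag count, all of which were lower. The gained peaks had a summit in 45.3% of cases. The expected share for gained peaks was 34.2% when lists were also matched on overlap with a TSS and 30.1% when they were matched in 50 groups of tag count, so position at a TSS and coarse matching do not account for their excess. Since the peaks with the opposite pattern show an excess too, it may be a property of H3K4me3 peaks that are called in one condition and missed in another. It was not limited to weak peaks. With the other lists as deposited, the 452 NT peaks at a p-value of 1e-10 or less without a curdlan peak had a summit in 45.1% of cases (from 40.6 to 49.7%), against 33.1% in matched lists. The 165 gained peaks at that threshold had one in 58.2% (from 50.6 to 65.4%), against 31.6% in matched lists, a larger excess. The share was 13.0 points higher than at the lost peaks, but gained peaks had more tags. When gained and lost peaks of similar tag count were exchanged at random, the expected difference was 8.06 points and the observed one lay at percentile 88.3. Over all gained and lost peaks the difference was 1.65 points, at percentile 8.93. The curdlan library had more ChIP tags (21289349) than the NT library (16662316), so similar tag counts need not mean similar strength in these comparisons. Of the peaks in both curdlan libraries but not in NT, 49.1% (from 42.8 to 55.5%) had a summit. A link between NFATc2 and gain of the mark cannot be told apart from that property here, although a larger excess at the stronger gained peaks is not excluded.

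Of the 10 gained peaks with a p-value of 1e-50 or less, 8 have a nearest gene that is in none of the paper's tables. The 10 peaks had between 343 and 1053 tags, all of them had an NFATc2 summit within 20 kb (95% interval from 72.2 to 100%, against 34.5% in matched lists), and 9 overlapped a peak in cells given FK506. Of the 7 NT peaks of this strength without a curdlan peak, 4 had a summit within 20 kb. The threshold was chosen after seeing the data, the numbers are small and neither a technical nor a biological explanation was tested for these peaks alone.

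TGASTCA, the AP1 site, was found within 100 bp of 16.9% of the NFATc2 summits (1593 of 9438) and in 3.67% of the flanking windows, a ratio of 4.60. The paper names AP1 among the motifs around NFATc2 sites of directly regulated genes, and all summits were counted here. Base composition was tested as a technical explanation. Among 629 other sequences of 7 bases with the same composition the highest ratio was 4.11, for ACGTCAT, and the median was 0.99, so base composition alone does not account for the ratio. Many open regions of DCs might carry AP1 sites whether or not NFATc2 binds, and no list of open regions was analysed here, so joint binding of NFATc2 and AP1 stays a hypothesis that cannot be told apart from this one.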

How the results depend on the processing

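Of 135 values recomputed under alternatives chosen before the data were examined, 113 were unchanged and 17 moved. A further 2 passed a bound that they had not passed before and 3 reversed or lost their direction. Unchanged means the same direction and place relative to the threshold or interval, or for counts a ratio of at most 1.5. The counts include H3K4me3 peaks at the genes of Figure 6A, several of which were 0 throughout. Of 16 values under alternatives added after seeing the data, 11 were unchanged in this sense, 3 passed a bound and 2 reversed. These 2 are the shares of listed genes with a curdlan peak and no FK506 peak. Both were 0% and inside the bounds (percentiles 25.8 and 17.9), so they do not show a reversal. No paired analysis was possible because each condition had 1 library. Where a result changed, the cause was not tested unless stated.

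With only peaks of p-value 1e-10 or less, the NFATc2 list fell to 4760 peaks and its nearest genes to 3362, gained H3K4me3 peaks fell to 391, sites within a gene were 51.6% and GGAAAA was at 47.7% of the summits. The difference in NFATc2 proximity between genes with the largest increase and decrease of curdlan over curdlan with FK506 was then 0 points, against -3.24. At this threshold 23 of the 42 named genes with a nearest summit had another nearest summit, and at an FDR of 5% or less 1 had. With that FDR limit, NT peaks without a curdlan peak fell to 811.

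With equal numbers of top peaks in each list, 919 peaks were gained and 697 were lost, and gained minus lost became 222. When only the curdlan list was restricted to a p-value of 1e-10 or less, 165 peaks were gained. With protein-coding genes only, 50.1% of the sites were within a gene and 14.0% were 5′ distal. GGAAAA was at 32.8% of the summits within 50 bp and at 61.7% within 250 bp, and WGGAAAA at 37.8%. Within 2 kb, the number of H3K4me3 peaks at Il23a was 0 in NT, 1 with curdlan and 1 with curdlan and FK506, since the upstream peak lay outside.

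For curdlan over NT, the difference in NFATc2 proximity passed the lower bound with tags per kb of peak (-5.83 points), a measure that also depends on peak length. It also did with the upper and lower 25 percent of genes (-3.40 points). For the genes of Supplementary Table S3, the median log2 ratio of curdlan over curdlan with FK506 by tags per kb, added after seeing the data, was 0.16, at percentile 99.4. By the same measure the genes of Supplementary Table S3 over NT (percentile 92.9) and those of Supplementary Table S1 over NT (90.5) and over curdlan with FK506 (92.1) stayed inside the bounds. By the share of genes with a curdlan peak that lack the other peak, also added, both lists passed the upper bound over NT. The shares were 33.3 and 25.0%, against 4.44 and 4.29% in random lists, which were not matched on induction by curdlan. Over curdlan with FK506 both gene lists had 0%, against 5.02 and 4.82%, which was inside the bounds (percentiles 25.8 and 17.9). The share of NFATc2 peaks that overlap H3K4me3 rose with tag count by 20.0 points from the lowest to the highest group but changed by -14.2 points when peaks were grouped by fold enrichment.

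The overlap of NFATc2 with H3K4me3 and the proximity of summits to TSSs stayed above every random placement in all alternatives tried. The share of gained peaks without an FK506 peak (from 41.8 to 62.4%) stayed above every matched list in the alternatives with such lists. At 1e-50 or less 1 of 10 gained peaks lacked an FK506 peak, and this was not set beside matched lists. The share of gained peaks with a summit within 20 kb also stayed above every matched list. It was from 37.9 to 58.2% across the alternatives for peaks and overlap chosen before, and 100% of the 10 peaks at 1e-50 or less.

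How far the depth limits the results for single genes was not tested. The median NFATc2 peak had 63 tags, and peaks such as those at Il23a (p-value 1.5e-06), Il1a (6.2e-06) and Tnfsf18 (7.5e-06) were close to the threshold. The tag count alone did not set this. The peak at Il23a had 78 tags, while that at Il12b had 36 tags and a p-value of 7.1e-11. The curdlan input had fewer tags (9309800) than the NT input (12085435), and how far this shifts fold enrichment and peak calls between conditions was not tested.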

Differences from the paper's values

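The paper places 7% of NFATc2 sites within a proximal promoter, and the value here was 13.0% for sites up to 10 kb upstream of a gene. None of the alternatives set before the data were examined closed the gap: the share was 13.1% with a p-value of 1e-10 or less, 13.1% with an FDR of 5% or less, 12.8% with peak midpoints and 12.8% with protein-coding genes only. The limit of 10 kb drawn in Figure 2B was not varied. Smaller differences were also seen. The share of sites within a gene was 53.1%, against 46% in the paper, and from 50.1 to 53.3% in the alternatives. The nearest genes numbered 5706, against 6887 in the paper, and from 3362 to 7571 in the alternatives. The deposited list held 9438 NFATc2 peaks, fewer than the paper's text gives.

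The paper gives 1.4M uniquely mapped reads for NFATc2, and the header of the deposited peak list gives 14.4M ChIP tags (14377535). No alternative applies to this number.

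The NFATc2 peak at Il23a is at about 0.1 kb from the TSS in Figure 2F, read by eye, and its summit here was 0.196 kb upstream. No alternative set before the data were examined was run for this distance except the p-value threshold and the FDR limit. The FDR limit kept the same summit, and with a p-value of 1e-10 or less the nearest summit was 39100 bp away.

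The paper states that H3K4me3 was enriched at IL2 and IL12b after curdlan. No peak was called at Il2 or Il12b in any of the H3K4me3 lists, and the nearest peaks with curdlan were 77.8 and 68.9 kb away. An absent peak means signal under the threshold, so the lists do not show that the mark was absent. The paper also reports H3K4me3 at these genes by ChIP-PCR in Figure 5, which was not analysed here.

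The paper states that FK506 abrogated the enrichment. At Il23a a peak was still called with FK506, with 189 tags against 412 with curdlan alone, and the other 3 genes of Supplementary Table S3 with a peak at the TSS with curdlan but not in NT also kept one. Their tags were lower with FK506, with 122 against 489 at Ccl1, 197 against 923 at Tnfsf14 and 286 against 423 at Tnfsf15.

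The paper lists cytokine and chemokine genes with an NFATc2 site. With sites allocated to the gene with the nearest TSS, 32 of the 40 genes of Supplementary Table S1 had a site and 8 had none. With a limit of 30 kb, 35 of these 40 genes and 20 of the 21 genes of Supplementary Table S3 had a summit, and with 100 kb the numbers were 39 and 21. The deposited list held fewer peaks than the paper's text gives. Whether this accounts for the genes without a site was not tested.

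The paper reports preferential association of NFATc2 with H3K4me3-modified genes that were upregulated. By the change of H3K4me3 itself, the genes with the largest increase had a nearby summit less often than those with the largest decrease, by -3.64 points. This lay inside the central 95% of random orders (percentile 3.34). The difference was negative under every alternative tried for curdlan over NT. It passed the lower bound with tags per kb of peak (-5.83 points, percentile 0.115). That measure also falls as a peak gets longer, and the part of peak length was not tested. The difference also passed the lower bound with the upper and lower 25 percent of genes by fold enrichment (-3.40 points, percentile 0.26). However, it was -0.57 points with 5 kb (percentile 37.6) and -1.13 points with 100 kb (percentile 25.2). Of the genes with a peak at the TSS with curdlan but not in NT, 44.3% had a summit within 20 kb, against 37.1% of those with a peak in NT but not with curdlan.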

Other observations

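Of the tests in this part, those on the height of NFATc2 peaks and on GGAAAA were chosen before the result was seen. The comparison of gained peaks without an FK506 peak with matched lists of shared peaks was also chosen before. The others were chosen after.

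Gained H3K4me3 peaks lacked a peak in cells given FK506 in 60.8% of cases, against 21.7% in matched lists of shared peaks. A technical explanation is that weak peaks called in one list are often missed in any other list. This was tested on the 510 peaks of the FK506 list without an NT peak, of which 276 (54.1%, 95% Wilson interval from 49.8 to 58.4%) had no curdlan peak, against 17.4% in matched lists. A peak that appears with FK506 was therefore missed with curdlan alone nearly as often as the reverse. The loss of gained peaks with FK506 may be of this kind, and an effect of NFAT inhibition on them cannot be told apart from it at the level of called peaks. The drop in tags at Ccl1, Tnfsf14 and Il23a is at peaks called in both lists and was not covered by this test.

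NFATc2 peaks with more tags overlapped curdlan H3K4me3 peaks more often, with shares of 13.8, 22.0, 29.9 and 33.7% in 4 groups from the fewest to the most tags. Longer peaks could overlap more by their length alone. With the summit in place of the whole peak the share still rose by 19.4 points, from 12.5 to 31.9%, so length does not account for the rise. By fold enrichment the order was the opposite, with 34.5% in the lowest group and 20.3% in the highest. A candidate explanation is a higher local background at H3K4me3 regions. Among peaks matched on tags and length, fold enrichment was lower at peaks that overlap H3K4me3 in 4 of 4 groups of tag count, with log2 differences from -0.23 to -0.11. This largely restates the opposite orders by tag count and by fold enrichment, so the test does not show that background is the cause, and the fall with fold enrichment cannot be told apart from it. The rise with tag count itself could not be told apart from the same background, since open regions may add tags to a peak. The paper relates peak height to activated genes, and expression was not analysed here.

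The 19 NFATc2 peaks with an FDR above 5% are the 19 with the lowest p-values. One region stronger in the input than in the ChIP library would give this pattern, because MACS divides the number of such regions by the rank of the peak. The median of FDR times rank over these peaks was 1, as 1 region in the input would give, and the range was from 0.999 to 1.00. A filter on FDR therefore removes the strongest peaks of this list, such as the peak at Ccl12 (462 tags, p-value 5.3e-134, FDR 7.69%).

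Nearly every region of the co-motif table has AGTCA, part of the AP1 motif (98.8%). Chance in regions of this length was tested with windows of the same lengths 50 kb away, of which 98.3% had it, so this count carries little information. The longer TGASTCA was in 41.9% of the regions and 30.8% of the shifted windows.

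The excess of GGAAAA at NFATc2 summits (2.54 times the flanks) was tested against base composition. Among 14 other sequences of 6 bases with the same composition the highest ratio was 1.88, for AGGAAA, which shares 5 of its bases in order with the motif, and the median was 1.19. Base composition alone therefore does not account for the excess. Whether open regions carry such motifs whether or not NFATc2 binds was not tested, so binding to this sequence stays a hypothesis that cannot be told apart from it. The share with GGAAAA did not rise with tag count, but it was 47.7% (from 46.3 to 49.2%) at peaks with a p-value of 1e-10 or less, against 45.5% at all peaks.

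Across the lists, 826 peaks were called only in NT, 360 only with curdlan and 276 only with curdlan and FK506. A total of 435 were shared by NT and curdlan with FK506 but not curdlan. NFATc2 summits lay within 20 kb of 44.9, 42.8, 39.1 and 41.1% of these peaks. No explanation was tested for the differences between these shares, whose confidence intervals overlap.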
